# Transcriptome Analysis Reveals Key Gene Expression Changes in Blue Catfish Sperm in Response to Cryopreservation

**DOI:** 10.3390/ijms23147618

**Published:** 2022-07-10

**Authors:** Haolong Wang, Helen R. Montague, Hana N. Hess, Ying Zhang, Gavin L. Aguilar, Rex A. Dunham, Ian A. E. Butts, Xu Wang

**Keywords:** *Ictalurus furcatus*, *Ictalurus punctatus*, hybrid catfish, sperm storage, sperm quality, RNA sequencing, motility, oxidative stress, DNA fragmentation, apoptosis

## Abstract

The hybrids of female channel catfish (*Ictalurus punctatus*) and male blue catfish (*I. furcatus*) account for >50% of US catfish production due to superior growth, feed conversion, and disease resistance compared to both parental species. However, these hybrids can rarely be naturally spawned. Sperm collection is a lethal procedure, and sperm samples are now cryopreserved for fertilization needs. Previous studies showed that variation in sperm quality causes variable embryo hatch rates, which is the limiting factor in hybrid catfish breeding. Biomarkers as indicators for sperm quality and reproductive success are currently lacking. To address this, we investigated expression changes caused by cryopreservation using transcriptome profiles of fresh and cryopreserved sperm. Sperm quality measurements revealed that cryopreservation significantly increased oxidative stress levels and DNA fragmentation, and reduced sperm kinematic parameters. The present RNA-seq study identified 849 upregulated genes after cryopreservation, including members of all five complexes in the mitochondrial electron transport chain, suggesting a boost in oxidative phosphorylation activities, which often lead to excessive production of reactive oxygen species (ROS) associated with cell death. Interestingly, functional enrichment analyses revealed compensatory changes in gene expression after cryopreservation to offset detrimental effects of ultra-cold storage: MnSOD was induced to control ROS production; chaperones and ubiquitin ligases were upregulated to correct misfolded proteins or direct them to degradation; negative regulators of apoptosis, amide biosynthesis, and cilium-related functions were also enriched. Our study provides insight into underlying molecular mechanisms of sperm cryoinjury and lays a foundation to further explore molecular biomarkers on cryo-survival and gamete quality.

## 1. Introduction

The human population is projected to reach 9.6 billion by 2050 [1], and the world demand for animal-derived protein might increase by 56% by 2050 [2,3]. To feed the global population, food animal production must increase by 60%. However, the supply of both grazing and cropland continues to decrease [4], and wild-caught fish stocks are also declining. Aquatic products, including fish, crustaceans, mollusks, and other aquatic animals, account for approximately 17% of total animal protein consumed by the global population [5], totaling 179 million tonnes, with a first-sale value of $401 billion USD [6]. Among these, aquaculture or fish farming represents nearly half (47–53%) of the total harvest [5]. As a fast-growing sector, aquaculture offers tremendous opportunities for biotechnological innovations to satisfy animal protein demands [7]. A total of 39 million kilograms of seafood and 248 million kilograms of freshwater species were harvested in 2016 in the US, ranking 16th worldwide. Catfish is the most important species in US aquaculture, and catfish farming in Mississippi, Alabama, Arkansas, and Texas accounts for 70% of total US freshwater aquaculture production.

The hybrid channel catfish, *Ictalurus* *punctatus*, ♀ × blue catfish, *I. furcatus*, ♂ primarily developed along with the embryo production technology at Auburn University [8,9,10,11,12,13], constitutes more than 50% of the total harvest in the US market [14]. This specific reciprocal is superior in pond culture in many aspects, including improved feed conversion efficiency [15,16], more carcass yield [17], better low oxygen tolerance [18], disease resistance [19], and enhanced harvestability [20]. Collectively, these heterobeltiosis characteristics enable a commercial production rate of 13,000 kg/ha, which doubles the yield of traditional channel catfish farming [16,21,22].

The bottleneck of hybrid catfish breeding is high-quality sperm production because sperm quality assessment and male gamete management are major challenges in catfish breeding. Blue catfish males reach sexual maturity at 4–7 years [23]. Unlike other fish in which sperm can be extracted by stripping, blue catfish sperm is collected through a lethal testes removal procedure in the industry [24]. The fact that milt can only be stripped once requires a substantial investment in sperm. In contrast, female channel catfish reach sexual maturity earlier (~3 years), and eggs can be readily hand-stripped for IVF [25]. These paternal complications make male gametes extremely precious in catfish production, and high-quality sperm can even be more valuable than eggs in reproduction [26]. Sperm preservation can facilitate the successful breeding of hybrid catfish. Sperm cryopreservation protocols have been developed for commercial-scale applications to provide year-round sperm when females are in peak spawning conditions [27,28,29]. In this regard, the USDA-ARS Animal Germplasm Program houses a large collection of frozen blue catfish sperm specimens in perpetuity. Unfortunately, a high degree of individual variability among fresh, cryopreserved, and refrigerated sperm was reported, resulting in huge variations in hatch rate (0 to 82%) in the farming practice [30,31,32,33,34]. This huge variation in sperm quality is hindering hybrid catfish embryo production.

Since high-quality gametes are the prerequisites for improved catfish reproduction, understanding the physiological and molecular mechanisms associated with sperm quantity/quality is critical for the accurate prediction of sperm fertility and offspring performance in hatchery environments. Sperm morphology, including size and shape, was shown to be associated with velocity and fertilization success [35]. Sperm concentration is also highly correlated with quality [36]. Oxidative stress causes apoptosis and mitochondrial function impairment during spermatogenesis, which directly impacts sperm quality [37]. In addition, seminal fluid is essential to sperm motility and function, and consequently, the sub-optimal composition of seminal fluid can lead to lower sperm quality [31]. While these findings by us and others collectively suggest physiological and cellular processes are linked to sperm quality, the underlying molecular mechanisms remain unclear.

In this study, we measured sperm kinematic parameters, DNA fragmentation, and oxidative stress levels before and after cryopreservation to determine the physiological changes in blue catfish sperm. RNA extraction and mRNA-seq experiments were performed for selected blue catfish sperm samples to investigate the alterations in global gene expression in response to cryopreservation. This study combined sperm quality parameters and transcriptomic profiles to contribute to a deeper understanding of the molecular mechanisms of cryoinjury and the response in fish sperm.

## 2. Results

### 2.1. Cryostorage Affects Sperm Motility, Increases the Level of Oxidative Stress, and Causes DNA Damage and Apoptosis 

Common sperm characteristics between fresh and cryopreserved sperm samples were compared (Figure 1A). As shown in Figure 1, curvilinear velocity (VCL; Figure 1B), progressive VCL (Figure 1D), and progressive motility (Figure 1E) significantly decreased after cryopreservation (all *p*-values < 0.05, paired *t*-test). Percent motility was marginally significant at *p* = 0.066 (Figure 1C). The oxidative stress level of fresh sperm was approximately 3-fold lower than cryopreserved sperm, with a *p*-value of 0.002 (Figure 1F). The percentage of DNA fragmentation in fresh sperm was approximately 4-fold lower than that in cryopreserved sperm (*p*-value = 0.014; Figure 1G). Taken together, our findings indicated that fresh sperm quality decreased after cryopreservation.

### 2.2. RNA Sequencing Revealed 849 Upregulated and 143 Downregulated Genes in the Blue Catfish Sperm Transcriptome after Cryopreservation 

As shown in Figure 2A, transcriptome analyses were conducted on three biological replicates of fresh-frozen sperm samples (F2, F3, and F5) and three biological replicates of cryopreserved sperm samples (C2, C3, and C5). 

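Testicular sperm of blue catfish males was either flash-frozen in liquid nitrogen (fresh-frozen group) or diluted, mixed with methanol and frozen in straws in a controlled-rate freezer (cryopreserved group), and both kinds of sample were thawed before RNA extraction. The number in a sample's name is the ID of the male, so F2 and C2 came from male 2, and F3 and C3 from male 3. The authors trimmed the paired-end reads, mapped them to the blue catfish genome with TopHat and counted them per gene with HTSeq. Table S2 of the paper lists 49703360 and 70866418 filtered reads for F2 and F3, and 33714312, 18455548 and 29002382 for C2, C3 and C5, with between 73.7% and 81.5% of them mapped. It marks F5 as excluded because of its mapping rate, and F5 was not analysed here, which leaves 2 fresh-frozen and 3 cryopreserved samples. The deposited table holds 27416 features in 2 fresh-frozen and 4 cryopreserved columns, since C2 was sequenced as 2 technical replicates, whose mean was used as 1 sample. The deposited values are called RPKM, but each column sums to between 992942 and 997458. They were treated as CPM, scaled to the library's total without division by gene length. The median value was 15.7 CPM in F2, 15.6 in F3, 9.60 and 9.55 in the technical replicates of C2, 15.0 in C3 and 2.03 in C5. The 10 highest features held 0.776% of the total in F2, 0.843% in F3, 6.94% and 6.98% in the replicates of C2, 1.83% in C3 and 5.19% in C5. In F2, 100.0% of the values between 0.1 and 2 CPM lay near whole multiples of a spacing that corresponds to 2730000 reads counted on genes. In the other columns 1.54% to 28.5% did, where chance gives 20%, and whole reads were not recovered, so no test on counts was run. In F2 the lowest values also differed, with 0.347 CPM for *naa38* and 0.370 CPM for *CFAP57*. Reads scaled only to the total would share a spacing exactly, so the values may have been adjusted further, which was not tested. Differences were tested with limma, using a trended prior, on log2(CPM + 1), and *p*-values were adjusted by the Benjamini-Hochberg method over all features with a mean above 1 CPM in at least 1 group. DEGs had an absolute log2 fold change above 2 and an FDR below 0.05, which are the paper's thresholds. Fold changes are on the log2(CPM + 1) scale, which understates the change of low features. An exact permutation test of a single gene cannot go below 0.1 with 2 samples against 3.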

On average, ~80% of the RNA-seq reads were aligned to the blue catfish reference genome (Table S2). A total of 27,416 expressed transcripts were detected with an average Reads Per Kilobase of transcript per Million mapped reads (RPKM) value greater than 1.0 in at least one treatment group. 

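With each sample's value in CPM and C2 as the mean of its technical replicates, 27255 features had a mean above 1 CPM in the fresh-frozen or the cryopreserved group. By library, 25937 features were above 1 CPM in F2, 26593 in F3, 25098 and 25148 in the technical replicates of C2, 25349 in C3 and 16994 in C5. C5 listed 2664 features at 0, against 537 in F2, 99 in F3 and 0 in C2 and C3. With a group mean above 0.5 CPM, the count was 27416. With a group mean above 2 CPM, the count was 25757.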

To validate the reproducibility of RNA-seq for the same sample, two technical replicates of C2 samples were included (C2_rep1 and C2_rep2). The gene expression values of these two replicates were significantly correlated with a Spearman’s rank correlation coefficient ρ = 0.94 (*p*-value < 2.2 × 10^−16^), indicating high reproducibility in total RNA extraction, library preparation, and RNA sequencing (Figure 2B). 

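Across 27416 features, Spearman's ρ between the technical replicates of C2 was 0.942. No *p*-value is given, since features are not independent replicates. Over features with a mean above 10 CPM in both replicates together, ρ was 0.929, and above 1 CPM it was 0.935. Between the fresh-frozen samples of different males, F2 and F3, ρ was 0.944. Among cryopreserved samples, ρ was 0.659 between C3 and C5, 0.812 between the first replicate of C2 and C3, and 0.840 between that replicate and C5. Between the groups, ρ of C3 with F2 and F3 was 0.880 and 0.885, ρ of C5 with them was 0.474 and 0.485, and ρ of the first replicate of C2 with them was 0.661 and 0.659.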

To identify differentially expressed genes (DEGs), a pairwise differential gene expression analysis was performed between the fresh-frozen and cryopreserved groups. 

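Of 27255 features tested between C2, C3 and C5 and F2 and F3, 421 were upregulated DEGs and 0 were downregulated DEGs by limma with Benjamini-Hochberg adjustment. Before adjustment, 1561 features had a log2 fold change above 2 and 2550 one below -2 with a *p*-value below 0.05 on the values as deposited, against 3320 and 368 after TMM rescaling and 2617 and 1044 after quantile normalization. The lowest FDR of a feature with a log2 fold change below -2 was 0.0525 in the same limma fit. The DEG counts moved most when C3 was left out, to 1840 upregulated and 6965 downregulated DEGs. They fell to 0 in both directions without C2, with median centring and with a constant prior in limma. With a pseudocount of 0.1 in place of 1, 156 upregulated DEGs were left. With the male as a replicate block, 1136 upregulated and 120 downregulated DEGs were found, although only males 2 and 3 have both samples. The difference between males 2 and 3 in fresh-frozen sperm and that in cryopreserved sperm had a correlation of -0.0181 across features. This is a single pair of differences, and C3 lay closer to the fresh-frozen samples than C2. It thus cannot decide whether samples of the same male deviate together. Of the paper's 849 upregulated DEGs in Data S1, 381 had an FDR below 0.05 in the fit without the block, and of its 143 downregulated DEGs, 0 did. In all 849 every cryopreserved sample was above every fresh-frozen sample, and in all 143 every one was below. The lists were called on these same samples, so such a separation in any gene from them is no further support for its change. The largest positive change among the DEGs was that of a feature without a name in the table, AUIFUG00000034363, at 0.463 ± 0.383 CPM (SD, n = 2) in fresh-frozen and 112 ± 44.7 CPM (SD, n = 3) in cryopreserved sperm. The limma fit gave a log2 fold change of 6.20 (standard error 0.91, FDR = 0.00798 from limma with Benjamini-Hochberg adjustment). The second largest, *LOC108257036*, had a log2 fold change of 5.99 (standard error 0.85, FDR = 0.00727 from limma with Benjamini-Hochberg adjustment) and ranged from 2379 CPM in C5 to 30218 CPM in C2.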

The number of upregulated DEGs and downregulated DEGs were 849 and 143, respectively (Figure 2C,D and Figure S1, Data S1). Notably, the upregulated DEGs have significantly greater fold change than the downregulated genes (Figure 2C,D and Figure S1). 

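The fit had no downregulated DEGs, so fold changes were compared over the paper's own lists in Data S1. The median log2 fold change was 3.54 over the 849 upregulated and -2.77 over the 143 downregulated DEGs. The medians of the paper's own log2 fold changes in Data S1, computed over these lists, were 4.03 and -3.47. The median absolute value was 0.77 higher for upregulated DEGs (two-sided permutation test with 100000 resamples, *p* = 1e-05, the smallest they can give), although genes are not independent replicates. With a pseudocount of 0.1 in place of 1, the difference was -0.11 (same permutation test, *p* = 0.339), and with one of 5 it was 1.42. The difference was 2.63 after TMM rescaling, 2.87 after median centring and 2.05 after quantile normalization, which move the values of both lists upward. The median of the upregulated list relative to fresh-frozen sperm was 3.80 in C2, 2.56 in C3 and 4.34 in C5. For the downregulated list it was -2.70 in C2, -1.997 in C3 and -3.46 in C5.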

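Over all expressed features, the median log2 fold change was -1.02, and 25.0% of the features had a positive one. By sample, the median of log2(CPM + 1) minus the fresh-frozen mean was -0.74 in C2, -0.21 in C3 and -1.93 in C5, an SD of 0.88 between the 3 samples. The share of positive features was 32.6% in C2, 38.4% in C3 and 20.7% in C5. In 3708 features (13.6%) every cryopreserved sample was above both fresh-frozen samples, and in 11375 (41.7%) every one was below, where chance gives 10% for each. Without regard to *p*-values, 1652 features had a log2 fold change above 2 and 5331 one below -2. This balance depends on how the libraries are scaled and was reversed by rescaling, to 3463 above 2 and 577 below -2 after TMM rescaling, 3513 and 255 after median centring, and 2637 and 1056 after quantile normalization. The median of all features was -0.16 after TMM rescaling and -0.22 after quantile normalization, with 45.3% and 43.3% of the features positive. The paper proposes a global upregulation of gene expression.

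**Figure D1:**
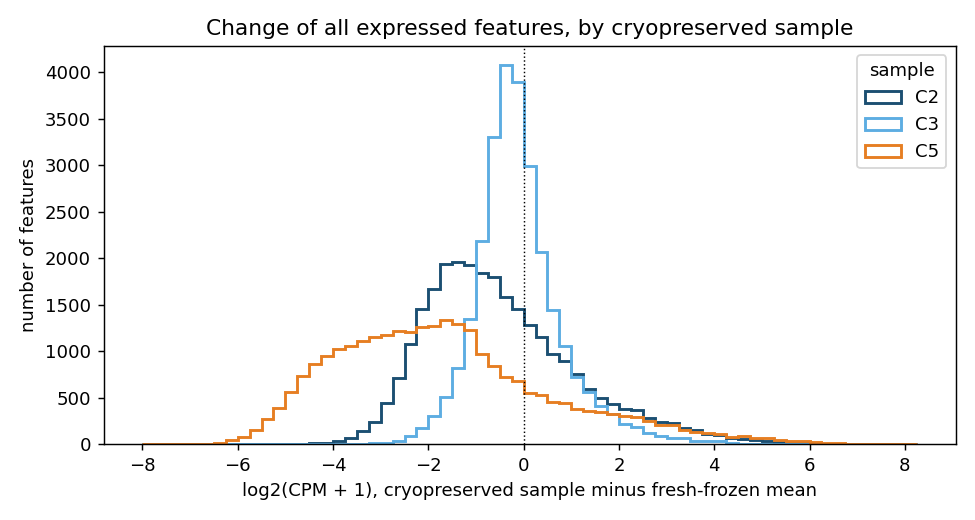
Number of expressed features (y axis) by log2(CPM + 1) of a cryopreserved sample minus the mean of the fresh-frozen samples F2 and F3 (x axis), with 1 line for each of C2, C3 and C5. The values of C3 lie closest to 0, with a median of -0.21, and those of C5 reach furthest to both sides.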

Collectively, the transcriptome pattern suggested a global upregulation of gene expression in response to cryopreservation. 

### 2.3. Quantitative Reverse Transcription Polymerase Chain Reaction (qRT-PCR) Validation of Differentially Expressed Genes 

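The reference gene of the qRT-PCR, *gapdh* (AUIFUG00000007949), had 121 and 142 CPM in F2 and F3, and 20.8, 75.3 and 1.37 CPM in C2, C3 and C5. Its log2 fold change in the RNA-seq values was -3.06 (standard error 1.23, FDR = 0.265 from limma with Benjamini-Hochberg adjustment), below both fresh-frozen samples in 3 of 3 cryopreserved samples.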

The relative expression levels of seven genes were validated by qRT-PCR with a housekeeping gene *gadph* as reference (Figure 3A and Table S3), including a non-differentially expressed gene *hectd1* (Figure 3B), four upregulated genes (*cfap206*, *rnf8*, *saxo2*, and *naa38*; Figure 3C–F), and two downregulated genes (*tlr5* and *tdo2b*; Figure 3G,H). 

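*cfap206* (AUIFUG00000014020) had a mean of 30.9 ± 0.679 CPM (SD, n = 2) in fresh-frozen sperm and 397 ± 287 CPM (SD, n = 3) in cryopreserved sperm. The log2 fold change of 3.35 (standard error 0.70, FDR = 0.0385 from limma with Benjamini-Hochberg adjustment) stayed between 2.79 and 3.96 with each sample left out in turn. The gene did not pass the FDR threshold without C2, with a pseudocount of 0.1 or 0.5, or over features with a mean above 5 CPM. Nor did it with TMM rescaling, median centring or a constant prior in limma. In these fits the FDR from limma lay between 0.0571 and 0.449, and the gene passed in the other fits with a test. *saxo2* (AUIFUG00000023382) had a mean of 35.9 ± 3.86 CPM (SD, n = 2) in fresh-frozen sperm and 1042 ± 479.9 CPM (SD, n = 3) in cryopreserved sperm. The resulting log2 fold change of 4.72 (standard error 0.50, FDR = 0.00399 from limma with Benjamini-Hochberg adjustment) was the largest of the 4 genes. *rnf8* (AUIFUG00000021771) had a mean of 15.6 ± 6.28 CPM (SD, n = 2) in fresh-frozen sperm and 135 ± 58.0 CPM (SD, n = 3) in cryopreserved sperm. The gene's log2 fold change of 2.99 (standard error 0.75, FDR = 0.0864 from limma with Benjamini-Hochberg adjustment) did not pass the FDR threshold. Each of C2, C3 and C5 was above F2 and F3, as in every upregulated DEG of Data S1. *naa38* (AUIFUG00000021657) had a mean of 1.73 ± 1.96 CPM (SD, n = 2) in fresh-frozen sperm and 43.7 ± 46.5 CPM (SD, n = 3) in cryopreserved sperm. The SD is as large as the cryopreserved mean, since C2 had 97.3 CPM, C3 13.9 CPM and C5 19.9 CPM. Its log2 fold change of 3.73 (standard error 1.11, FDR = 0.175 from limma with Benjamini-Hochberg adjustment) did not pass the threshold either. With the male as a replicate block, a fit that rests on males 2 and 3, *rnf8* and *naa38* passed (FDR = 0.00378 and 3.95e-05 from limma). Neither passed with median centring or without C2. The block fit leaves 1 residual degree of freedom, so its variances rest mainly on the prior of limma. Its lowest FDR over all features was 3.14e-216 from limma, so its FDRs are not evidence from replicates.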

Among them, RNA-seq expression levels of *cfap206*, *rnf8*, *saxo2*, and *naa38* were significantly increased after cryopreservation (FDR < 0.05), and they were all confirmed in the qRT-PCR experiments in the same direction (*p*-value < 0.05; Figure 3C–F). 

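*tdo2b* (AUIFUG00000008810) had a mean of 14.7 ± 1.34 CPM (SD, n = 2) in fresh-frozen sperm and 1.69 ± 2.09 CPM (SD, n = 3) in cryopreserved sperm. All 3 cryopreserved samples were below both fresh-frozen samples, with a log2 fold change of -2.81 (standard error 0.93, FDR = 0.244 from limma with Benjamini-Hochberg adjustment), which is not significant. *tlr5* (AUIFUG00000011171) had a mean of 16.3 ± 2.66 CPM (SD, n = 2) in fresh-frozen sperm and 0.878 ± 1.11 CPM (SD, n = 3) in cryopreserved sperm. It also lay lower in 3 of 3 cryopreserved samples, with a log2 fold change of -3.35 (standard error 0.87, FDR = 0.0988 from limma with Benjamini-Hochberg adjustment), which does not pass the threshold. The change of *tdo2b* was smallest in C3, where it had 4.10 CPM, and that of *tlr5* was smallest in C2, where it had 2.15 CPM. With the male as a replicate block, a fit that rests on males 2 and 3, *tdo2b* and *tlr5* passed (FDR = 0.0254 and 0.00145 from limma). Neither passed with median centring or without C2. With 1 residual degree of freedom, the FDRs of the block fit rest mainly on the prior of limma and are not evidence from replicates.

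**Figure D2:**
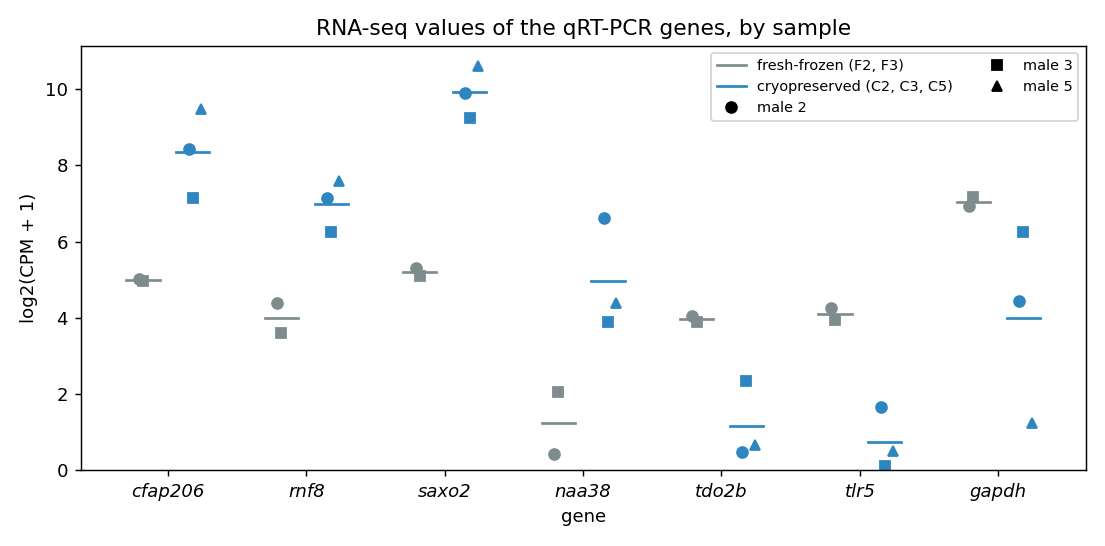
RNA-seq values as log2(CPM + 1) (y axis) of genes measured by qRT-PCR and of the reference *gapdh* (x axis). Each point is a sample, with its shape giving the male, grey for fresh-frozen and blue for cryopreserved sperm, and the lines are group means. The cryopreserved points lie above all fresh-frozen points for *cfap206*, *rnf8*, *saxo2* and *naa38*, and below them for *tdo2b*, *tlr5* and *gapdh*.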

The downregulation of *tdo2b* was also verified (*p*-value < 0.05; Figure 3G). *trl5* was also downregulated in the RNA-seq data, and it was marginally significant in the qRT-PCR validation results (*p*-value = 0.09; Figure 3H). The result would achieve statistical significance (*p*-value < 0.05, one-sided *t*-test) if a one-sided test were performed, given the prior knowledge of downregulation in RNA-seq. 

### 2.4. GO Analyses Revealed Upregulated Functional Clusters after Cryopreservation

Gene Ontology (GO) enrichment analyses were performed to identify the altered biological functions and pathways of those DEGs between the two groups. A total of 18 GO terms were significantly enriched for upregulated genes in cryopreserved sperm (Figure 4A). Among them, 14 functional terms were tightly connected in two distinct gene networks (Figure 4B). 

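The GO enrichment itself was not repeated, and families were formed from the gene names in the deposited table. Of 29 cilia and flagella associated protein (*cfap*) features, 12 were upregulated DEGs (one-sided Fisher's exact test against the 19544 named features tested, of which 395 were upregulated DEGs, FDR = 6.99e-13 by the Benjamini-Hochberg method over 14 families). Their median log2 fold change was 3.10, and in 26 of them every cryopreserved sample was above every fresh-frozen sample. Fisher's exact test, here and for the other families, treats features as independent, although genes are not independent replicates. Its FDR therefore does not measure the spread between samples. Of 349 features named for the axoneme, cilium or spermatid, 47 were upregulated DEGs (same Fisher's exact test, FDR = 2.27e-24), with a median log2 fold change of 0.56. No member of either family was a DEG after median centring or without C2, where no feature was. These families had 8 and 41 upregulated DEGs with TMM rescaling and 20 and 103 with quantile normalization. With the male as a replicate block they had 19 and 86, and without C3 22 and 119. The 2 *cfap* genes with the largest fold changes in Data S1 were *CFAP57* and *cfap53*. *cfap53* (AUIFUG00000001709) had a mean of 33.9 ± 6.67 CPM (SD, n = 2) in fresh-frozen sperm and 1107 ± 578 CPM (SD, n = 3) in cryopreserved sperm. The gene had a log2 fold change of 4.85 (standard error 0.54, FDR = 0.00399 from limma with Benjamini-Hochberg adjustment). *CFAP57* (AUIFUG00000009986) was listed at 0.370 CPM in F2 and 0 in F3, and had 14.4, 6.26 and 43.1 CPM in C2, C3 and C5. The resulting log2 fold change of 3.86 (standard error 1.01, FDR = 0.105 from limma with Benjamini-Hochberg adjustment) did not pass the threshold. The table has 2 other features of this name, with log2 fold changes of 2.86 and 0.82, and the counting could have split reads between them. The feature with 0.82, AUIFUG00000013680, had the highest fresh-frozen mean of this name, at 54.0 CPM against 99.4 CPM in cryopreserved sperm.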

The first upregulated cluster included ten terms: cilium, motile cilium, motile cilium assembly, ciliary base, microtubule, microtubule cytoskeleton, microtubule-based transport, acrosomal vesicle, amide biosynthetic process, and male gamete generation (Figure 4A,B), which were cellular structure and organelles responsible for sperm motility and transport. 

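Of 6 nucleoside diphosphate kinase (*nme*) features, 2 were upregulated DEGs (one-sided Fisher's exact test with Benjamini-Hochberg adjustment over 14 families, FDR = 0.0162). They were *nme5* and *nme8*. *nme5* (AUIFUG00000018174) had a mean of 42.6 ± 1.96 CPM (SD, n = 2) in fresh-frozen sperm and 432 ± 219 CPM (SD, n = 3) in cryopreserved sperm. Between the groups, it had a log2 fold change of 3.19 (standard error 0.58, FDR = 0.0198 from limma with Benjamini-Hochberg adjustment), and *nme8* (AUIFUG00000006429) had one of 3.12 (standard error 0.60, FDR = 0.0256 from the same limma fit). Of 6 pyruvate dehydrogenase complex features, 3 were upregulated DEGs (same Fisher's exact test, FDR = 5.48e-04), with a family median of 2.21. *pdha1b* (AUIFUG00000014101) had a mean of 6.48 ± 0.411 CPM (SD, n = 2) in fresh-frozen sperm and 180.1 ± 115 CPM (SD, n = 3) in cryopreserved sperm. The log2 fold change of 4.37 (standard error 0.83, FDR = 0.0237 from limma with Benjamini-Hochberg adjustment) was the largest of this family. *pdha1a* (AUIFUG00000021329) had a mean of 28.0 ± 1.43 CPM (SD, n = 2) in fresh-frozen sperm and 600.5 ± 529 CPM (SD, n = 3) in cryopreserved sperm. The gene's log2 fold change of 3.98 (standard error 0.72, FDR = 0.0191 from limma with Benjamini-Hochberg adjustment) also passed the threshold. Of 72 mitochondrial ribosomal protein features, 0 were DEGs. In 29 of them every cryopreserved sample was above every fresh-frozen sample, and in 10 every one was below. Upregulated DEGs of this family numbered 10 without C3, 9 with quantile normalization and 5 with the male as a replicate block. They numbered 2 with TMM rescaling and 0 with median centring or without C2.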

The second cluster involved four functional categories, nucleoside diphosphate kinase activity, and nuclear DNA-directed RNA polymerase complex, which were directly related to gene transcription, as well as mitochondrial envelope and pyruvate dehydrogenase activity (a mitochondrial multienzyme complex), which were mitochondrial functions (Figure 4B). The top four most enriched terms among upregulated genes were extremely significant, with a *p*-value < 10^−10^. Of these, three are sperm motility-related functions (cilium, motile cilium, and microtubule cytoskeleton), and the remaining one is the amide biosynthesis pathway (Figure 4B). Amides are organic chemicals with a carbonyl group attached to a nitrogen atom and are often used as a cryoprotectant in sperm preservation [38,39,40,41]. 

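Among 15 features named for the catabolism of phenylalanine, tyrosine and tryptophan, 0 were downregulated DEGs by limma with Benjamini-Hochberg adjustment, as was the case over all features tested. Their median log2 fold change was -1.93, below that of all expressed features. Every cryopreserved sample was below every fresh-frozen sample in 12 of them. The family median stayed negative after rescaling by TMM factors (-0.99), median centring (-0.88) and quantile normalization (-0.998). By sample, the family's median value was 26.2 CPM in F2, 32.0 in F3, 10.5 in C2, 19.8 in C3 and 2.04 in C5.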

There was a fewer number of downregulated DEGs, and they were primarily enriched for the aromatic amino acid family catabolic process (Figure 4E).

### 2.5. The KEGG Pathway Enriched for Upregulated DEGs after Cryopreservation—mRNA Expression, Oxidative Phosphoralation and Mitochondrial ROS Regulation 

To explore molecular function and metabolic pathway activity alterations after cryo-preservation, Kyoto Encyclopedia of Genes and Genomes (KEGG) reference pathways were examined with respect to upregulated DEGs after cryopreservation. 

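Of 81 cytosolic ribosomal protein features, 35 were upregulated DEGs (one-sided Fisher's exact test with Benjamini-Hochberg adjustment over 14 families, FDR = 6.72e-37). Their median log2 fold change was 2.41, and 79 of them had a positive one. Genes are not independent replicates, so the FDR of Fisher's exact test for this family does not measure the spread between samples. The number of upregulated DEGs fell to 13 with TMM rescaling, 3 with a pseudocount of 0.1 and 0 with median centring or without C2. It rose to 51 with quantile normalization, 64 with the male as a replicate block and 67 without C3. *rps28* (AUIFUG00000008759) had a mean of 11.1 ± 0.821 CPM (SD, n = 2) in fresh-frozen sperm and 139.9 ± 97.0 CPM (SD, n = 3) in cryopreserved sperm. Its log2 fold change of 3.34 (standard error 0.79, FDR = 0.0658 from limma with Benjamini-Hochberg adjustment) did not pass the threshold. *rps27* (AUIFUG00000007437) had a mean of 18.6 ± 4.58 CPM (SD, n = 2) in fresh-frozen sperm and 227 ± 98.5 CPM (SD, n = 3) in cryopreserved sperm. It had a log2 fold change of 3.45 (standard error 0.69, FDR = 0.0299 from limma with Benjamini-Hochberg adjustment). Of 30 RNA polymerase subunit features, 1 was a DEG (same Fisher's exact test, FDR = 0.917). Their median log2 fold change was 0.0022 on the values as deposited and rose to 1.16 after TMM rescaling, 1.05 after median centring and 0.77 after quantile normalization. Upregulated DEGs of this family numbered 6 with quantile normalization and 5 with the male as a replicate block, without C3 or without C5. They numbered 2 with TMM rescaling and 0 with median centring or without C2. The 1 DEG counted first was *polr2j* (AUIFUG00000023960), with 7.82 ± 2.86 CPM (SD, n = 2) in fresh-frozen and 117 ± 37.3 CPM (SD, n = 3) in cryopreserved sperm. Its log2 fold change was 3.73 (standard error 0.78, FDR = 0.0385 from limma with Benjamini-Hochberg adjustment). *POLR3A* (AUIFUG00000001736) had a log2 fold change of 3.39 (standard error 0.88, FDR = 0.101 from limma with Benjamini-Hochberg adjustment), which does not pass the threshold.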

KEGG and reactome analyses also revealed functional terms related to RNA transcription and protein synthesis among upregulated genes (*p*-value < 0.01), including ribosome, nucleotide metabolism, RNA polymerase, protein processing in the endoplasmic reticulum (Figure 4C), as well as RNA polymerase II pre-transcription events, post-translational protein modification, metabolism of amino acids and derivatives (Figure 4D). Transcription regulation functions were also highly significant, including basal transcription factors, RNA surveillance, nucleotide salvage, and nonsense-mediated decay.

Upregulated DEGs were mapped to major reference pathways, including oxidative phosphorylation and reactive oxygen species. 

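Median log2 fold changes were 1.06 over 37 complex I features, 2.13 over 2 of complex II, 1.42 over 7 of complex III, 0.99 over 16 of complex IV and 1.11 over 14 of complex V. Relative to the median of all features, they were 2.08, 3.15, 2.44, 2.00 and 2.13 on the values as deposited, 2.37, 3.43, 2.55, 2.19 and 2.46 after TMM rescaling, and 2.01, 2.73, 2.42, 1.98 and 1.49 after quantile normalization. Every cryopreserved sample was above every fresh-frozen sample in 27, 2, 5, 8 and 9 of these features, in the same order. Only 1 of them was a DEG by limma with Benjamini-Hochberg adjustment, in complex V (one-sided Fisher's exact test for complex V, *p* = 0.249). Upregulated DEGs of complexes I to V numbered 8, 1, 2, 3 and 2 with the male as a replicate block, 11, 1, 2, 4 and 3 with quantile normalization, 11, 1, 2, 4 and 3 without C3, and 5, 1, 1, 0 and 0 with TMM rescaling, while median centring and the fit without C2 gave 0 in each. *atp5b* (AUIFUG00000013169) had a mean of 60.0 ± 9.48 CPM (SD, n = 2) in fresh-frozen sperm and 493 ± 173 CPM (SD, n = 3) in cryopreserved sperm. This β subunit had a log2 fold change of 2.96 (standard error 0.52, FDR = 0.0165 from limma with Benjamini-Hochberg adjustment). In complex I, *NDUFA6* (AUIFUG00000043673), *NDUFB1* (AUIFUG00000020852) and *ndufb4* (AUIFUG00000015056) had log2 fold changes of 3.09, 2.68 and 3.41 (standard errors 0.95, 0.94 and 0.93; FDR = 0.190, 0.265 and 0.121 from the same limma fit). *sdhb* (AUIFUG00000017976) of complex II had a log2 fold change of 3.18 (standard error 0.84, FDR = 0.105 from limma with Benjamini-Hochberg adjustment). In complex III, *uqcrfs1* (AUIFUG00000013624) had a log2 fold change of 3.24 (standard error 0.80, FDR = 0.0796 from limma with Benjamini-Hochberg adjustment) and *uqcr10* (AUIFUG00000022177) one of 2.94 (FDR = 0.226). *cox6b2* (AUIFUG00000007268) of complex IV had one of 2.50 (FDR = 0.265 from limma). In all of these genes each of C2, C3 and C5 was above F2 and F3. *ATP5G2* (AUIFUG00000002509), the c subunit of complex V, was lower in 3 of 3 cryopreserved samples, with a log2 fold change of -1.11 (FDR = 0.384 from limma) that became 0.049 after TMM rescaling, which also raised the median of all features. A second feature each of *ndufa6* and *uqcrfs1* had log2 fold changes of -0.53 and 0.043, and reads could have been split between copies.

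**Figure D3:**
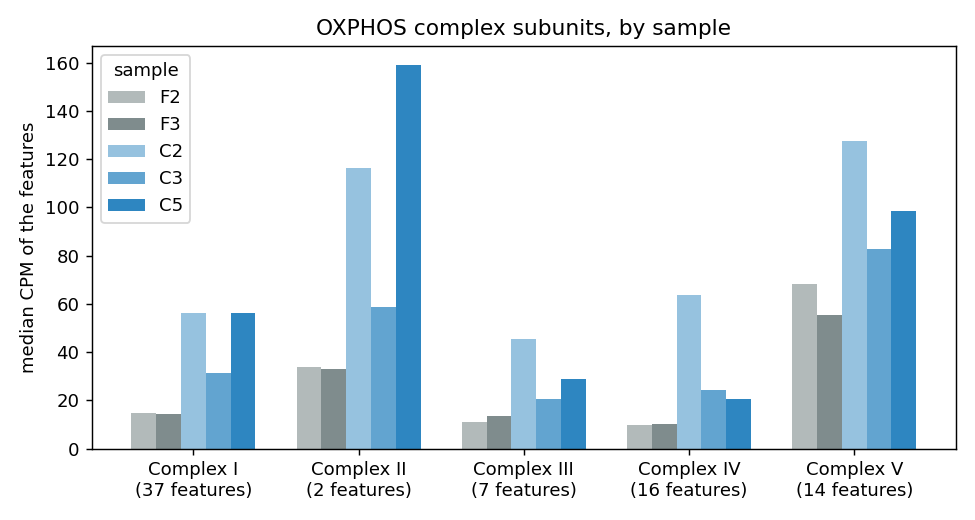
Median CPM (y axis, from 0) of the features of each OXPHOS complex (x axis), with 1 bar for each of F2, F3, C2, C3 and C5. The bars of the cryopreserved samples are above those of both fresh-frozen samples in all 5 complexes, and for complex I they reach 56.2, 31.2 and 56.2 CPM against 14.6 and 14.3.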

Notably, all five enzymatic complexes embedded in the inner membrane in the oxidative phosphorylation (OXPHOS) chain had DEGs (Figure 5A), suggesting an enhanced OXPHOS activity after cryopreservation. Pyruvate metabolism and citric acid cycle (TCA) genes were also enriched, which were associated with mitochondrial metabolism (Figure 4C,D). 

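Of 20 TCA cycle features, 0 were DEGs by limma with Benjamini-Hochberg adjustment, and 7 had every cryopreserved sample above every fresh-frozen sample, while 7 had every one below. Their median log2 fold change was -0.28 on the values as deposited and changed sign with the scaling, to 0.89 after TMM rescaling, 0.77 after median centring and 0.44 after quantile normalization. The family's median value was 50.6 CPM in F2, 45.4 in F3, 56.4 in C2, 57.5 in C3 and 49.3 in C5. Upregulated DEGs of this family numbered 4 without C3 and 2 with quantile normalization or the male as a replicate block. They numbered 1 with TMM rescaling and 0 with median centring or without C2.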

A higher level of oxygen metabolism can lead to excessive accumulation of by-products known as reactive oxygen species (ROS) [42], which could trigger and mediate downstream cellular processes such as apoptosis and adhesion, and alter gene expression [43]. Manganese superoxide dismutase (MnSOD) is a sensor and master regulator of ROS, and overexpression of MnSOD can increase the antioxidant capacity to combat the abnormal accumulation of ROS [44]. In our results, MnSOD was significantly upregulated after cryopreservation (log_2_ fold change = 3.07 and FDR < 0.05; Figure 5B). 

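*SOD2* (AUIFUG00000022934) had a mean of 43.3 ± 5.74 CPM (SD, n = 2) in fresh-frozen sperm and 362 ± 129.8 CPM (SD, n = 3) in cryopreserved sperm. It encodes MnSOD and had a log2 fold change of 2.97 (standard error 0.56, FDR = 0.0233 from limma with Benjamini-Hochberg adjustment), which stayed between 2.72 and 3.27 with each sample left out in turn. The values in C2, C3 and C5 were 367, 229.8 and 489 CPM. The log2 fold change in the paper's Data S1 is 3.07. Without C2, neither *SOD2* nor any other feature passed the FDR threshold.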

Another upregulated gene in the mitochondria was the mitochondrial permeability transition pore protein (mPTP), which is a protein on the inner membrane (Figure 5B). mPTP can be induced by Ca^2+^ and triggered by endoplasmic reticulum (ER) stress, leading to cell death via apoptosis or necrosis [45].

### 2.6. The KEGG Pathway Enriched for Upregulated DEGs after Cryopreservation—Heat Shock Proteins and Protein Ubiquitination/Degradation

Upregulated gene sets were found in the ER-associated protein degradation process (Figure 6). As important heat shock proteins (HSPs) and molecular chaperones, Hsp40 works with Hsp70 to perform critical functions in protein folding and degradation [46]. Both genes were significantly upregulated after cryopreservation (Figure 6). In addition to *hsp70* and *hsp40*, six members of the ubiquitin ligase complex genes were also upregulated, which encode Ube2g2 (Ubiquitin-Conjugating Enzyme E2 G2), Rma1 (E3 ubiquitin-protein ligase), Rad23 ubiquitin receptor, Ubc7 (Ubiquitin-Conjugating enzyme 7), Rbx1 (RING box protein 1), and Skp1 (S-phase kinase-associated protein 1), which are essential components of Skp1/Cullins/F-box E3 ubiquitin ligases (Figure 6). 

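*hspa8b* (AUIFUG00000013934) had a mean of 43.6 ± 5.84 CPM (SD, n = 2) in fresh-frozen sperm and 444 ± 319 CPM (SD, n = 3) in cryopreserved sperm. This Hsp70 gene had a log2 fold change of 3.04 (standard error 0.67, FDR = 0.0488 from limma with Benjamini-Hochberg adjustment). *dnajb2* (AUIFUG00000010686) had a mean of 15.4 ± 0.936 CPM (SD, n = 2) in fresh-frozen sperm and 306 ± 146 CPM (SD, n = 3) in cryopreserved sperm. This Hsp40 gene had a log2 fold change of 4.11 (standard error 0.67, FDR = 0.0116 from limma with Benjamini-Hochberg adjustment), and its lowest cryopreserved value was 164 CPM in C3.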

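*skp1* (AUIFUG00000020720) had a mean of 88.4 ± 34.2 CPM (SD, n = 2) in fresh-frozen sperm and 1151 ± 332 CPM (SD, n = 3) in cryopreserved sperm. The resulting log2 fold change of 3.70 (standard error 0.43, FDR = 0.00401 from limma with Benjamini-Hochberg adjustment) had the lowest FDR of these genes. *rbx1* (AUIFUG00000022734) had a mean of 18.9 ± 0.408 CPM (SD, n = 2) in fresh-frozen sperm and 237 ± 137 CPM (SD, n = 3) in cryopreserved sperm. The limma fit gave a log2 fold change of 3.37 (standard error 0.74, FDR = 0.0484 from limma with Benjamini-Hochberg adjustment), and a second feature of this name had 2.46, with reads that could have been split between them. *rad23b* (AUIFUG00000002811) had a mean of 53.0 ± 1.87 CPM (SD, n = 2) in fresh-frozen sperm and 504 ± 365 CPM (SD, n = 3) in cryopreserved sperm. The gene's log2 fold change of 2.94 (standard error 0.65, FDR = 0.0510 from limma with Benjamini-Hochberg adjustment) fell just outside the threshold. *ube2g2* (AUIFUG00000004591) had a log2 fold change of 2.62 (standard error 0.90, FDR = 0.265 from limma with Benjamini-Hochberg adjustment), and *RNF5* (AUIFUG00000004196), which the paper labels Rma1, had a log2 fold change of 4.21 (standard error 1.101, FDR = 0.102 from limma with Benjamini-Hochberg adjustment). Both had every cryopreserved sample above every fresh-frozen sample without passing the threshold. No separate feature was taken for Ubc7.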

Other upregulated genes in this pathway included guanine nucleotide-exchange factor *sec12* involved in ER transport vesicle formation and autophagy, cyclic AMP-dependent transcription factor *atf4*, and *climp63* (cytoskeleton-associated protein 4; Figure 6). 

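*atf4* (AUIFUG00000016946) had a mean of 31.3 ± 21.2 CPM (SD, n = 2) in fresh-frozen sperm and 346 ± 159 CPM (SD, n = 3) in cryopreserved sperm. The gene had a log2 fold change of 3.48 (standard error 0.69, FDR = 0.0288 from limma with Benjamini-Hochberg adjustment), and F2 and F3 differed, with 46.3 and 16.3 CPM. *preb* (AUIFUG00000017324) had a mean of 8.42 ± 3.68 CPM (SD, n = 2) in fresh-frozen sperm and 84.9 ± 59.7 CPM (SD, n = 3) in cryopreserved sperm. This gene, which the paper labels *sec12*, had a log2 fold change of 2.97 (standard error 0.91, FDR = 0.194 from limma with Benjamini-Hochberg adjustment). *ckap4* (AUIFUG00000012478) had a mean of 4.09 ± 2.20 CPM (SD, n = 2) in fresh-frozen sperm and 61.0 ± 52.9 CPM (SD, n = 3) in cryopreserved sperm. It encodes CLIMP63 and had a log2 fold change of 3.32 (standard error 1.00, FDR = 0.179 from limma with Benjamini-Hochberg adjustment). Neither *preb* nor *ckap4* passed the threshold, and both were higher in 3 of 3 cryopreserved samples.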

### 2.7. The KEGG Pathway Enriched for Upregulated DEGs after Cryopreservation—Apoptosis and Necroptosis Pathways

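*xiap* (AUIFUG00000000501) had a mean of 15.1 ± 5.93 CPM (SD, n = 2) in fresh-frozen sperm and 209 ± 122 CPM (SD, n = 3) in cryopreserved sperm. Between the groups, it had a log2 fold change of 3.55 (standard error 0.77, FDR = 0.0451 from limma with Benjamini-Hochberg adjustment). *ngf* (AUIFUG00000023495) had a log2 fold change of 3.50 (standard error 0.99, FDR = 0.143 from limma with Benjamini-Hochberg adjustment), and the cathepsin gene *Ctsf* (AUIFUG00000002485) had a log2 fold change of 3.12 (standard error 0.78, FDR = 0.0849 from limma with Benjamini-Hochberg adjustment). Neither passed the threshold, with every cryopreserved sample above every fresh-frozen sample. *mcl1b* (AUIFUG00000007039) rose from 40.6 ± 2.77 (SD, n = 2) to 102 ± 31.6 CPM (SD, n = 3), with a log2 fold change of 1.26 (standard error 0.67, FDR = 0.271 from limma with Benjamini-Hochberg adjustment). *SEPT4a* (AUIFUG00000008070), taken for *arts*, was lower in 3 of 3 cryopreserved samples, with a log2 fold change of -1.54 (standard error 1.03, FDR = 0.327 from limma with Benjamini-Hochberg adjustment). Of the AP1 genes marked in Fig. 7A, *jun* (AUIFUG00000012325) had a log2 fold change of 4.52 (standard error 0.94, FDR = 0.0373 from limma with Benjamini-Hochberg adjustment), and *FOS* (AUIFUG00000035269) had a log2 fold change of 4.24 (standard error 0.78, FDR = 0.0207 from limma with Benjamini-Hochberg adjustment). Another feature each of *jun* and *fos* had log2 fold changes of -1.75 and -1.17. The *tuba1a* features AUIFUG00000022256 and AUIFUG00000022262 had log2 fold changes of 5.22 and 3.55 (FDR = 0.0165 and 0.0331 from limma), another one had -2.001, and the counting could have split reads between them.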

Cryopreservation also induced apoptosis-related genes and enzymes, including *mcl1*, *xiap*, *arts*, *ngf*, and *cathepsin* (Figure 7A). Another set of upregulated genes, *iaps*, *vdac*, *glul*, *escrt-iii*, and *trpm7*, play important roles in the necroptosis pathways, which may alter plasma membrane integrity and mitochondrial activity (Figure 7B).

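*VDAC2* (AUIFUG00000001468) had a mean of 6.50 ± 1.64 CPM (SD, n = 2) in fresh-frozen sperm and 408 ± 397 CPM (SD, n = 3) in cryopreserved sperm. It had a log2 fold change of 5.304 (standard error 0.86, FDR = 0.0117 from limma with Benjamini-Hochberg adjustment), and 2 other *vdac2* features had 1.74 and 0.87, between which reads could have been split. *glula* (AUIFUG00000014378) had 15.6 and 47.1 CPM in F2 and F3, and 1266, 185 and 275 CPM in C2, C3 and C5, with a log2 fold change of 3.83 (standard error 0.82, FDR = 0.0423 from limma with Benjamini-Hochberg adjustment). *BIRC6* (AUIFUG00000043612), of the *iaps*, had a log2 fold change of 3.08 (standard error 0.78, FDR = 0.0897 from limma with Benjamini-Hochberg adjustment), and 2 other features of this name had -0.019 and 1.06. *TRPM7* (AUIFUG00000040703) had a log2 fold change of 3.05 (standard error 1.03, FDR = 0.257 from limma with Benjamini-Hochberg adjustment), and its 2 other features had 2.33 and 2.47. The *escrt-iii* genes *CHMP1A*, *CHMP1B*, *chmp3* and *chmp5* had log2 fold changes of 3.69, 4.11, 3.06 and 3.30 (FDR = 0.0529, 0.0546, 0.0732 and 0.0510 from limma). None of these 4 passed the threshold, and all were higher in 3 of 3 cryopreserved samples. A second *chmp5* feature had -0.91.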

## 3. Discussion

### 3.1. Sperm Quality Measurement Revealed Potential Impairment of Cryopreservation in Motility, DNA Fragmentation, and Level of Oxidative Stress 

Cryoinjury has been widely studied from a physiological and biochemical perspective. Cryopreservation has been shown to have deleterious impacts on the plasma membrane, mitochondria, chromatin structure, osmotic control, and spermatozoa motility [47,48]. In this study, the kinematic properties of blue catfish sperm after cryopreservation displayed reduced motility (Figure 1), which may reduce their fertilization potential. A 3-fold higher oxidative stress level was observed (Figure 1F), suggesting cryopreservation did impose a certain amount of stress, which may lead to apoptosis and mitochondrial function impairment [37]. Sperm DNA fragmentation level was 4-fold higher after cryopreservation (Figure 1G). These quality parameters indicated that the sperm quality might be impaired after cryopreservation. However, a more comprehensive assessment is needed using a much larger sample size. 

### 3.2. Cryopreservation on Sperm Transcriptome—Global Upregulation of Gene Expression, Increased Oxidative Phosphorylation, and Glycolysis/TCA Activities in the Mitochondria

The findings in the transcriptome analyses in fresh-frozen vs. cryopreserved blue catfish sperm revealed that ~900 genes were upregulated in response to cryopreservation. Genes involved in energy metabolism and adenosine triphosphate (ATP) production are enriched in our study after cryopreservation. Spermatozoa are highly specialized cells that require sufficient ATP to maintain normal physiological and biochemical processes, such as the synthesis of proteins, sperm motility, capacitation, and fertilization [49]. It was reported that sperm motility is dramatically reduced during cryopreservation [50]. In rainbow trout, the ATPase was significantly lower in frozen-thawed sperm [51]. The most crucial ATP sources are glycolysis, TCA, and oxidative phosphorylation pathways [52], which were shown to be enriched in upregulated genes (Figure 4). Consistent with our findings, the pyruvate metabolism pathway was also enriched in stallion sperm after cryopreservation [53]. In bovine sperm, it was reported that adding pyruvate to the sperm can reduce sperm mortality of cryopreserved sperm, although the ROS level was increased marginally [54]. In our results, increased gene expression levels were also discovered in all five OXPHOS enzyme complexes, indicating a higher level of mitochondria activity, which may lead to the overproduction of ROS observed in our sperm quality assessment results. Elevated oxidative stress level is often associated with cell death, and we did observe enriched terms of apoptosis and necroptosis. 

### 3.3. Compensatory Changes after Cryopreservation in Sperm Transcriptome to Improve Cilia Structure and Sperm Motility

Our physiological experiments revealed the potential impacts of cryopreservation. If all effects were detrimental, how come the cryopreserved sperm can still fertilize catfish eggs? This could be reconciled by in-depth investigations of the transcriptome changes. Cilium, motile cilium, motile cilium assembly, and other related GO terms were the most significantly enriched functional categories after cryopreservation (Figure 4A), which may partly restore sperm motility after cryopreservation. 

A significantly regulated gene validated by qRT-PCR, *saxo2* (Figure 3E), is a stabilizer of the axonemal microtubules family, which is found in ciliated or flagellated eukaryotes and may play a key role in cell motility. A gene in the same family, *saxo1*, is localized in mature human sperm and involved in microtubule binding. Knockdown of *saxo1* suggested that it modulates axoneme length in humans [55]. There was also evidence that *saxo1* expression was significantly decreased in asthenozoospermia compared to normal sperm [56]. The role of *saxo2* in sperm axoneme and sperm motility remains to be studied in fish. 

Another upregulated gene, *cfap206*, belongs to the cilia/flagella-associated protein family, which is reported to play an important role in the normal assembly of cilia or flagella [57]. Mutations in *cfap65* resulted in abnormal sperm flagellum in humans and mice, leading to male infertility [58]. Recently, the function of *cfap206* was studied in an aquaculture species (*Mulinia lateralis*) through RNAi. The expression of cfap206 was significantly decreased in the male gonad, and aberrant sperm tail assembly was observed, resulting in decreased sperm motility [59]. *cfap206* was also validated by qRT-PCR in our study (Figure 3C).

### 3.4. Compensatory Changes after Cryopreservation in Sperm Transcriptome—Negative Regulation of Apoptosis

Apoptosis is critical for normal spermatogenesis in eukaryotes to eliminate superfluous cells and maintain cellular homeostasis [60]. Cryopreservation was shown to induce apoptosis in humans [61], mice [62], and bovine spermatozoa [63]. In fish, apoptotic cells were significantly increased in Senegalese sole sperm after cryopreservation [64]. Negative regulation of the apoptotic process (*p* < 10^−5^; Figure 4A) was significantly enriched in our study, which could be the way to combat the apoptosis induced by cryopreservation. 

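*bcl2l10* (AUIFUG00000018935) had a mean of 15.5 ± 2.87 CPM (SD, n = 2) in fresh-frozen sperm and 689 ± 409.9 CPM (SD, n = 3) in cryopreserved sperm. Its log2 fold change of 5.21 (standard error 0.64, FDR = 0.00455 from limma with Benjamini-Hochberg adjustment) stayed between 4.76 and 5.69 with each sample left out in turn. A second *bcl2l10* feature (AUIFUG00000016501) had a mean of 46.0 ± 4.73 CPM (SD, n = 2) in fresh-frozen sperm and 1249 ± 975 CPM (SD, n = 3) in cryopreserved sperm. This feature had a log2 fold change of 4.43 (standard error 0.60, FDR = 0.00636 from limma with Benjamini-Hochberg adjustment), and the counting could have split reads between these features. *naa38*, higher in 3 of 3 cryopreserved samples, did not pass the FDR threshold. Without C2, no feature did, the *bcl2l10* features included.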

Among the identified DEGs, *bcl2l10* and *naa38* are the most important negative regulators of apoptosis. *Bcl2l10* is an anti-apoptotic member of the BCL-2 family, which is highly concentrated in mitochondria [65]. Bcl-2 can inhibit cytochrome C release and thus caspase activation, indicating that it protects the mitochondrial outer membrane’s integrity [66]. There is evidence that pro-apoptotic and anti-apoptotic family members can heterodimerize, and their relative concentrations may act as a switch for programmed cell death [67]. Naa38 is an auxiliary subunit of the NatC N-acetyltransferase complex. It is ubiquitously expressed in testis and is involved in the negative regulation of the apoptotic process. In humans, NAA38 was reported to interact with NAA30 and NAA35 in the NatC complex, and this complex was cosedimented with ribosomal pellets [68]. Our study showed the most enriched KEGG pathway for upregulated DEGs is ribosome (Figure 4C), suggesting that it might be involved in cotranslational acetylation. Knockdown of NatC subunits can lead to p53-dependent apoptosis [68]. 

### 3.5. Compensatory Changes after Cryopreservation in Sperm Transcriptome—Amide Biosynthesis

Amide is shown as an excellent cryoprotector for semen preservation in many organisms, including stallions [40,69], cats [39], boar [41], and fish [38]. Interestingly, the amide biosynthesis pathway is extremely enriched in upregulated genes (*p* < 10^−14^; Figure 4A) after cryopreservation. The amide biosynthesis pathway was also enriched in sheep testicular somatic cells during spermatogenesis, suggesting the potential roles in male gamete function [70]. 

### 3.6. Compensatory Changes after Cryopreservation in Sperm Transcriptome—Managing ROS by Upregulation of MnSOD

Elevated OXPHOS activities in the mitochondria may lead to excessive production of ROS [42], which triggers cell death [43]. The superoxide dismutases (SODs) family was the most critical line of defense system against ROS. Among these SODs, *sod2* encodes MnSOD enzyme, which plays a key role in immune function [71] and oxidative stress response [72]. In mice, *Sod2* knockout led to severe oxidative damage in the mitochondria [73]. In humans, it was reported that SOD activity was significantly reduced in the semen of male infertility compared to normal male semen [74]. Interestingly, It has been proven that SOD2 was increased in bull sperm after cryopreservation [75]. The *sod2* was significantly upregulated in cryopreserved sperm in our study, suggesting that the cryopreservation may induce antioxidant protection against oxidative stress and cell damage in blue catfish sperm.

### 3.7. Compensatory Changes after Cryopreservation in Sperm Transcriptome—ER-Stress-Related HSPs and Ubiquitin-Dependent Protein Degradation

Increased transcription and ribosome activities in response to cryopreservation (Figure 4) may lead to elevated pressure for correctly folding the newly synthesized proteins, which induces ER stress. If the misfolded proteins were not handled properly in a timely manner, apoptosis or necroptosis could occur. Heat shock proteins, including Hsp70, can provide cryoprotection to cells [76]. Two heat shock proteins (Hsp70 and Hsp40), together with a large number of members in the ubiquitin ligase complex, were upregulated after cryopreservation. They will resolve the ER-stress issue by folding the protein properly or guiding them for degradation in the proteasome. 

Rnf8, a RING domain protein, encodes an E3 ubiquitin ligase enzyme. It has been proven to play important roles in many biological processes, including DNA damage response and repair [77]. In mice, knockout of *rnf8* led to a failure in spermiation [78], suggesting that Rnf8 is required for spermatogenesis and that its absence could result in infertility. Intriguingly, the level of DNA fragmentation (Figure 1D) and the expression of *rnf8* (Figure 3D) were both increased after cryopreservation in our study, suggesting that *rnf8* may be used as a potential biomarker for evaluating sperm quality.

### 3.8. Compensatory Changes after Cryopreservation in Sperm Transcriptome—Potential Alterations in Immune Functions?

Inflammation has negative impacts on sperm quality [79]. The male reproductive system adopts a distinct immune activity to avoid harmful autoimmune responses. Testes, for example, have immune-privileged features that protect sperm from immunological attack during maturation and storage [80]. Therefore, upregulation of immune function is often associated with reduced sperm quality. In our qRT-PCR validation experiments, we confirmed the downregulation of *tlr5* after cryopreservation (Figure 3H), which is a Toll-like receptor. A TLR5 agonist was shown to protect against radiation-induced male reproductive system injury in mice [81]. Further investigations are required to elucidate the role of *tlr5* in blue catfish sperm quality. 

### 3.9. Aromatic Amino Acid Catabolic Process-Related Genes Were Downregulated in Blue Catfish Sperm after Cryopreservation

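*hpda* (AUIFUG00000011930) had a mean of 29.5 ± 5.61 CPM (SD, n = 2) in fresh-frozen sperm and 4.20 ± 2.66 CPM (SD, n = 3) in cryopreserved sperm. The limma fit gave a log2 fold change of -2.69 (standard error 0.98, FDR = 0.265 from limma with Benjamini-Hochberg adjustment). *ocrl* (AUIFUG00000018882) had a mean of 218 ± 26.2 CPM (SD, n = 2) in fresh-frozen sperm and 68.2 ± 78.1 CPM (SD, n = 3) in cryopreserved sperm. The log2 fold change of -2.40 (standard error 0.95, FDR = 0.265 from limma with Benjamini-Hochberg adjustment) rests on C2 and C5, with 36.8 and 10.7 CPM, since C3 had 157 CPM. *ido1* (AUIFUG00000007761) had a mean of 48.3 ± 22.4 CPM (SD, n = 2) in fresh-frozen sperm and 8.89 ± 9.93 CPM (SD, n = 3) in cryopreserved sperm. The gene had a log2 fold change of -2.86 (standard error 1.13, FDR = 0.265 from limma with Benjamini-Hochberg adjustment). All 3 genes, and *tdo2b*, were lower in 3 of 3 cryopreserved samples, and none passed the FDR threshold. Of these 4 genes, Data S1 lists *hpda* and *tdo2b*.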

The only highly significant GO term for downregulated genes is aromatic amino acid metabolism (Figure 4E), including *hpda* (4-hydroxyphenylpyruvate dioxygenase a), *ocrl* (inositol polyphosphate 5-phosphatase), *tdo2b* (tryptophan 2,3-dioxygenase b), and *ido1* (indoleamine 2,3-dioxygenase 1). *hpda* is a key enzyme in tyrosine metabolism, and it was identified as a candidate gene related to pigmentation crucian carp [82], which is why pigmentation was identified as a significant GO term in our study (Figure 4E). *ocr1* belongs to the transient receptor potential vanilloid (TRPV) subfamily, which includes several heat sensors. In *C. elegans*, three TRPV channel subunits (*osm9*, *ocr1*, and *ocr2*) are involved in the acclimatization related to cold tolerance [83]. There was also evidence that sperm can affect the activity of temperature-sensing neurons through feedback network, which controls cold tolerance in *C. elegans* [84]. Loss of *ocrl* in Drosophila activates multiple immune signaling pathways, including Toll, Jun kinase, and STATs, which promotes the innate immunity function, potentially through endosomal signaling [85]. *tdo2b* is one of the key enzymes involved in tryptophan (Trp) metabolism [86], and its downregulation was confirmed in our qRT-PCR experiments (Figure 3H). *ido1*, a sister enzyme of Tdo, is the rate-limiting enzyme in tryptophan metabolism into downstream kynurenines, which has been widely studied in the context of immune regulation [87]. It was reported that *Ido*^−/−^ mice had an increased number of abnormal spermatozoa [88]. The mechanism of Trp metabolism’s influence on cryopreservation remains to be further explored, but it may relate to innate immune function [89]. 

### 3.10. Toward a Better Understanding of in Impact of Cryopreservation on Sperm, and Identification of Potential Biomarkers of Sperm Quality 

Our results revealed that, in blue catfish, sperm cryopreservation could affect a variety of biological processes, including but not limited to apoptosis, spermatogenesis, changes in cilia structure, mitochondrial activity, ROS production, amide biosynthesis, protein folding and degradation. The significantly upregulated genes involved in mitochondrial oxidative stress and protein degradation in the endoplasmic reticulum are interconnected (Figure 5 and Figure 6). Thus, the influence of cryopreservation is quite complex, with both detrimental and compensatory effects on sperm quality. In addition to gene expression level, cryopreservation can also affect DNA methylation. For example, 1266 differentially methylated genes (DMGs) were identified in black rockfish sperm methylome after cryopreservation, including 1005 upregulated DMGs [90]. Furthermore, non-coding RNAs (ncRNAs) and microRNAs (miRNAs) can regulate genes involved in spermatogenesis, affecting sperm quality [91,92]. Further studies using comprehensive sperm health metrics and offspring performance indices combined with multiomics approaches will help better understand the influence of sperm cryopreservation on sperm quality, and inform the discovery of robust biomarkers as sperm quality indicators for hybrid catfish breeding applications. 

## 4. Materials and Methods

### 4.1. Fish Maintenance, Sperm Sample Collection, and Cryopreservation

All experimental animal protocols were approved by the Auburn University Institutional Animal Care and Use Committee (AU-IACUC) with protocol number 2020–3710. Mature blue catfish males (body weight: 5.19 ± 1.01 kg and body length: 74.63 ± 7.72 cm) were provided by Jubilee Farms (Indianola, MS, USA), and transported to the E.W. Shell Fisheries Center (Auburn, AL, USA). These fish were cultured in 0.04-ha earthen ponds with a floating pond surface aerator. Water temperature ranged from 19.9 to 25.4 °C, and pH varied between 7.5 and 8.6. Dissolved oxygen was >6 mg/L, salinity was <2 ppm, and alkalinity and hardness ranged from 50 to 80 mg/L.

Five males were randomly selected and euthanized following industry-approved protocols. Testes were dissected from each male and then washed with Hank’s balanced salt solution (HBSS) [93]. To characterize the mRNA transcripts, sperm samples were collected in triplicate from each male and flash-frozen (fresh-frozen group) in liquid nitrogen before being stored at −80 °C. All remaining testes tissue was used to extract sperm cells for sperm quality analyses. Sperm were counted under a Zeiss Axio Imager.A2 microscope (Zeiss, Oberkochen, Germany) using a 20× objective and improved Neubauer hemocytometer. Extracted testicular sperm from each male were first diluted 100 to 200 fold, depending on initial sperm densities, in an immobilizing HBSS medium. Samples were gently inverted for ~10 s, then 10 μL was pipetted onto the hemocytometer, in duplicate per male. Sperm inside five 0.2 mm^2^ squares were counted. To obtain average concentration, diluted sperm in the five squares were summed and multiplied by 5 to estimate cells in the entire 5 × 5 grid. Sperm concentration in the 5 × 5 grid was multiplied by 10^4^ (total volume overlying the counting area) to determine the final sperm concentration based on the dilution factor.

### 4.2. Sperm Cryopreservation 

For each male, an aliquot of extracted sperm was used for evaluation of fresh sperm quality (see Section 4.3), while another aliquot was diluted to 1.0 × 10^9^ cells/mL with HBSS and 10% methanol was later added [28,29]. This sperm solution was cryopreserved in 0.5 mL cryogenic straws (~20 per male) using a Kryo 560 controlled-rate freezer (Planer Limited, Middlesex, UK) at −10 °C/min to −80 °C [29,94]. A vapor pressure liquid nitrogen storage system (MVE 815P-190F-GB, CRYO Associates, Gaithersburg, MD, USA) was used to store cryogenic samples in perpetuity. Straws were then thawed in a 40 °C water bath for 20 s. 

### 4.3. Sperm Quality Measurements

The following sperm quality traits were quantified for each male before and after cryostorage. Sperm kinematic parameters (VCL, percent motility, progressive VCL, and progressive motility) were analyzed using Computer Assisted Sperm Analysis (CASA) software (CEROS II software, Hamilton Thorne Biosciences, Beverly, MA, USA). In brief, sperm were activated in 80 µm 2X-Cel slides (Hamilton Thorne Biosciences, Beverly, MA, USA) using distilled water supplemented with 0.5% bovine serum albumin (126609-10GM, Merck Millipore, Burlington, MA, USA). Five replicate activations (for fresh and cryopreserved sperm) were conducted for each male, where video frames were analyzed at 10 s post-activation. All activations were conducted at room temperature (~20 °C).

Cell oxidative stress was assessed by flow cytometry following proprietary protocols in the Muse^®^ Oxidative Stress Kit (Luminex, Austin, TX, USA). In brief, sperm cells were diluted with 1× Assay Buffer to concentrations ranging from 1 × 10^6^ to 1 × 10^7^ cells/mL. This sperm suspension (10 uL) was then mixed with 190 uL of Oxidative Stress working solution and incubated at 37 °C for 30 min. Two cell populations were distinguished: Negative cells (ROS−) or live cells and cells exhibiting ROS activity (ROS+). A positive control (completely oxidized cells) was used to determine the division between the ROS− and ROS+ cell populations. This involved incubating sperm cells at 37 °C for 60 min in the presence of 2-methyl-1,4-naphthoquinone, 98% at 2M.

To assess sperm DNA damage, the Halomax^®^ kit (Halotech DNA, Madrid, Spain) was used. In brief, gelled aliquots of low melting point 1% agarose were placed in a 100 °C water bath until melted. Aliquots were equilibrated to 30 °C for 5 min using a water bath. Sperm were diluted to a concentration of 2.9 × 10^8^ cells/mL with HBSS before being placed on pretreated Halomax slides and covered with 22 mm × 22 mm coverslips. Slides were then placed on a precooled 4 °C metal rack to allow agarose to set for 5 min. Coverslips were slid off to the side, and the remaining steps were performed at 22 °C. Slides were then treated for 2.5 min with lysing solution before being washed in distilled water for 5 min. Thereafter, the slides were dehydrated in ethanol baths of 70% and 100% for 2 min each before being slowly air-dried and covered in foil. Samples were stained using SYBR-Green (L7011, Millipore Sigma, Burlington, MA, USA). DNA damage was assessed using a Zeiss Imager.A2 microscope (Zeiss, Oberkochen, Germany) equipped with a 40× Zeiss objective, FITC band pass filter, and X-Cite illumination system (120 LED mini+, Excelitas Technologies, Waltham, MA, USA). The presence or absence of large halos around the sperm head was assessed by taking images with ZenPro v.6.1 software (Zeiss, Oberkochen, Germany). A minimum of 500 sperm cells were assessed per male, according to Gosalvez et al. [95].

### 4.4. Total RNA Extraction, RNA-seq Library Construction, Quality Control, and Sequencing

Three biological replicates of fresh-frozen sperm samples and cryopreserved sperm samples were used for RNA extraction, which underwent the same thawing procedure (40 °C water bath for 20 s). To achieve high reproducibility, the sperm samples were homogenized using a PowerLyzer24 instrument (Qiagen, Redwood City, CA, USA). Total RNA was extracted using AllPrep DNA/RNA Kit (Qiagen, Redwood City, CA, USA) following the manufacturer’s instructions. RNA concentrations were measured with the NanoDrop OneC Microvolume Spectrophotometer (Thermo Scientific, Waltham, MA, USA). Evaluation of RNA quality was conducted using the LabChip GX Touch HT (PerkinElmer, Hopkinton, MA, USA). RNA-seq library construction was performed following the procedure described in our previous publication [96] with 500 ng of total RNA input. The size distributions of cDNA libraries were checked using the TapeStation 4200 D1000 ScreenTape (Agilent Technologies, Santa Clara, CA, USA), and library concentrations were determined by a Qubit 3.0 Fluorometer (Thermo Fisher Scientific, Waltham, MA, USA). The libraries were commercially sequenced on the Illumina NovaSeq 6000 platform with a 2 × 150 Paired-End configuration at Novogene (Novogene Corporation Inc., Sacramento, CA, USA).

### 4.5. RNA-seq QC, Genome Alignments, and Differential Gene Expression Analysis

The quality of raw RNA sequencing reads was checked by FastQC (version 0.11.6) [97]. Adapter sequences and low-quality bases were trimmed using Trimmomatic (version 0.39) [98]. RNA-seq reads shorter than 36 bp in length were excluded from subsequent analysis. The remaining high-quality reads were mapped to the blue catfish (*Ictalurus furcatus*) reference genome [99] using TopHat (version 2.1.1) [100]. To quantify gene expression levels, read counts were summarized for each gene using HTseq (version1.0) [101]. Differentially expressed genes (DEGs) between fresh-frozen sperm samples and cryopreserved sperm samples were identified using the edgeR package in R (version 3.6.4) [102]. The individual gene expression levels were quantified by Read Per Kilobase of transcript, per Million mapped reads (RPKM). Benjamini–Hochberg method [103] was applied to determine the FDR (False Discovery Rate). DEGs were detected with a cut-off of |log2(fold change)| > 2 and an adjusted *p*-value (FDR) < 0.05.

### 4.6. Functional Enrichment and Pathway Analysis of Differentially Expressed Genes in Blue Catfish Sperm before and after Cryopreservation

For the DEGs between fresh-frozen and cryopreserved sperm, the majority of them can be annotated from the closely related species channel catfish (*Ictalurus punctatus*) [104] based on homology, and the rest DEGs were annotated using eggNog-mapper [105] and Pannzer2 [106]. Metascape [107] was used to conduct Gene Ontology (GO) terms and KEGG (Kyoto Encyclopedia of Genes and Genomes) [108] pathways enrichment analysis. The gene symbol was used as input, and the zebrafish was selected as the closest model organism for analysis with the following parameters: minimum overlap of 3, *p*-value cut-off of 0.01, and minimum enrichment of 1.5. The GO terms were categorized according to biological processes, cellular components, and molecular functions. 

### 4.7. Quantitative Reverse Transcription PCR Validation of Differentially Expressed Genes

To confirm the differential gene expression identified from RNA-seq data, six candidate genes were selected to be performed with quantitative reverse transcription PCR, including *cfap206*, *rnf8*, *naa38*, *saxo2*, *tdo2b*, and *tlr5*. The *gapdh* gene was used as a reference. The reverse transcription was conducted using LunaScript^®^ RT SuperMix Kit (New England BioLabs, Ipswich, MA, USA) with 400 ng input of total RNA, following the manufacturer’s procedure. The Oligo 7.0 software (Molecular Biology Insights Inc., Cascade, CO, USA) was used to design qPCR primers for these genes (Table S3). The primers were synthesized by Eurofins (Eurofins Genomics LLC., Louisville, KY, USA), and the target size of PCR products and amplification efficiency were evaluated by 1.5% agarose gel electrophoresis. The Bio-Rad C1000 Touch Thermal Cycler with CFX96 Real-Time PCR Detection Systems (Bio-Rad Laboratories, Hercules, CA, USA) was employed to perform qRT-PCR experiments. The PCR reaction was conducted in a 20 µL mixture consisting of 8 µL of nuclease-free water, 0.5 µL of each primer (10 µmol/L), 1 µL of cDNA template, and 10 µL of Luna Universal qPCR Master Mix, using Luna^®^ Universal qPCR Master Mix (New England BioLabs, Ipswich, MA, USA). All qRT-PCR assays were conducted by incubation in 96-well plates, followed by 40 cycles at 95 °C for 15 s and 60 °C for 30 s with two technical replicates.

### 4.8. Statistical Analysis

Sperm quality measurements and qRT-PCR results were analyzed using RStudio software (version 3.6.3, Boston, MA, USA). Paired *t*-tests were performed to detect differences between the fresh-frozen and cryopreserved sperm groups. The significance threshold is *p*-value < 0.05. Reported values are the means ± standard error.

## Figures and Tables

**Figure 1:**
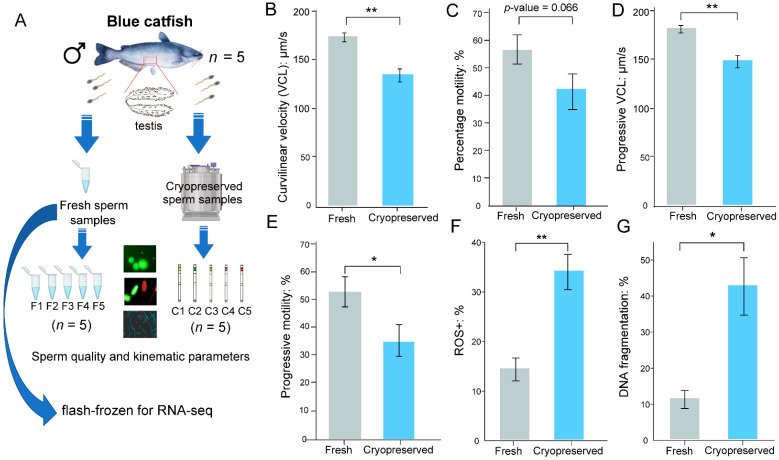
Blue catfish sperm quality metrics before and after cryopreservation. (**A**) Experimental design and procedure for comparing fresh (F) vs. cryopreserved (C) sperm quality. Various quality metrics were measured in fresh and cryopreserved sperm: curvilinear velocity (VCL) of motile sperm (**B**); percent motility (**C**), progressive VCL (**D**), progressive motility (**E**), oxidative stress level measured by percent of ROS+ (**F**), and DNA fragmentation (**G**). Statistical significance was determined by Student’s paired *t*-test (* *p* < 0.05; ** *p* < 0.01).

**Figure 2:**
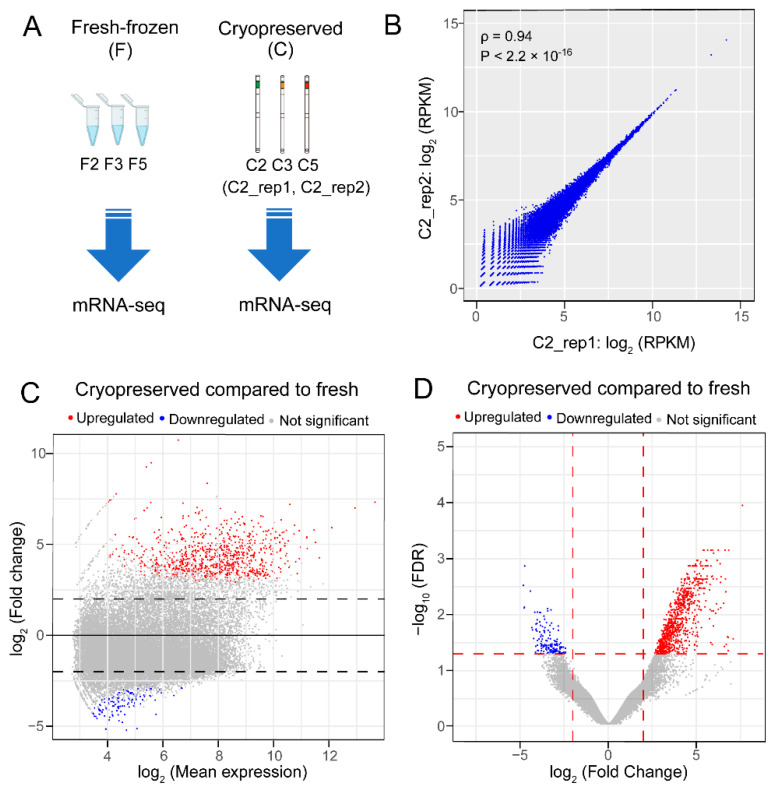
Transcriptome-wide identification of differentially expressed genes (DEGs) between the fresh-frozen and cryopreserved sperm in the blue catfish, *Ictalurus furcatus*. (**A**) RNA-seq samples were fresh-frozen (F) and cryopreserved (C) sperm samples from three males with ID numbers 2, 3, and 5. C2_rep1 and C2_rep2 are two technical replicates of the C2 sample. (**B**) Scatterplot of the log_2_(RKPM) values for C2_rep1 and C2_rep2. Spearman’s rank correlation coefficient ρ and the corresponding *p*-values are labeled. (**C**) MA plot of the comparison between fresh-frozen and cryopreserved sperm. Horizontal dash lines indicate |log_2_(fold change)| = 2, and DEGs are highlighted in red (upregulated) and blue (downregulated) dots. (**D**) Volcano plot of the comparison between fresh-frozen and cryopreserved sperm. The vertical dash lines indicate |log2(fold change)| = 2 and the horizontal line represents False Discovery Rate (FDR) < 0.05. Upregulated DEGs and downregulated DEGs were highlighted in red and blue, respectively.

**Figure 3:**
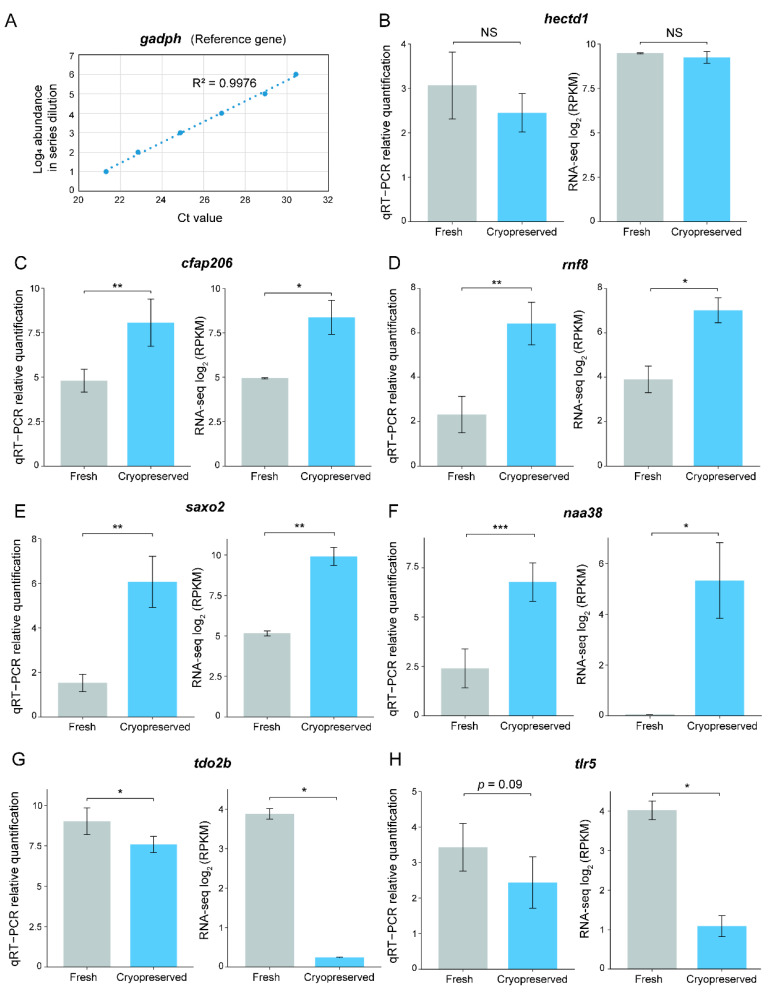
Quantitative reverse transcription PCR validation of differentially expressed genes (DEGs) in fresh-frozen and cryopreserved sperm in the blue catfish, *Ictalurus furcatus*. (**A**) Scatterplot of the standard curve based on a series of dilutions for the reference gene *gapdh*. (**B**–**H**) Barplots of qRT-PCR relative quantification (***left***) and log_2_ RNA-seq RPKM values (***right***) for *hectd1* (**B**), *cfap206* (**C**), *rnf8* (**D**), *saxo2* (**E**), *naa38* (**F**), *tdo2b* (**G**), and *tlr5* (**H**). Student’s *t*-test was used to assess the statistical significance (* *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001).

**Figure 4:**
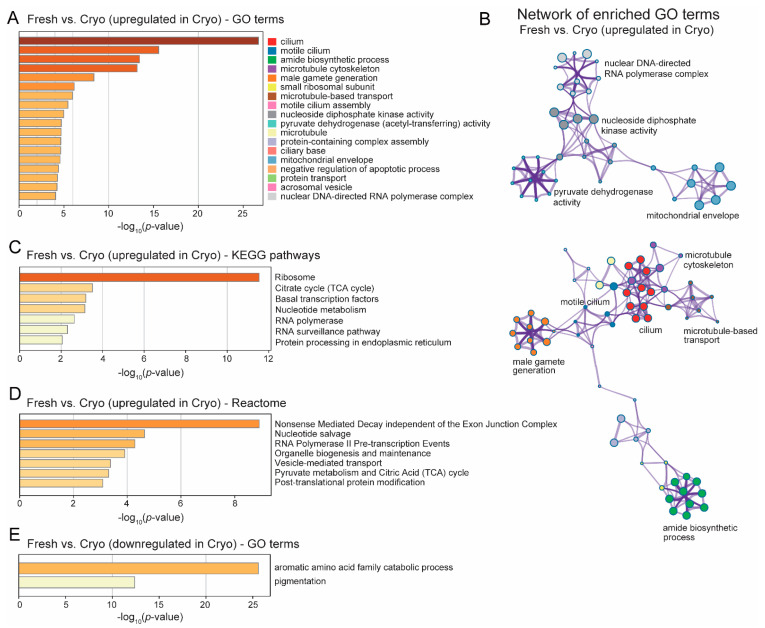
GO terms and pathway enrichment analyses of differentially expressed genes (DEGs) in cryopreserved sperm in blue catfish, *Ictalurus furcatus*. (**A**) Enriched functional GO terms for upregulated genes in cryopreserved sperm compared to fresh-frozen sperm with a cut-off of −log_10_(*p*-value) > 5. Enrichment scores measured by −log_10_(*p*-value) were shown on the *x*-axis. (**B**) Network plot of enriched GO terms of upregulated genes after cryopreservation. GO term nodes were represented by the same color as in (**A**). (**C**) Enriched functional KEGG pathways for upregulated genes in cryopreserved sperm compared to fresh-frozen sperm with a cut-off of −log_10_(*p*-value) > 2. (**D**) Enriched functional reactome pathways for upregulated genes in cryopreserved sperm compared to fresh-frozen sperm with a cut-off of −log_10_(*p*-value) > 3. (**E**) Enriched functional GO terms for downregulated genes in cryopreserved sperm compared to fresh-frozen sperm.

**Figure 5:**
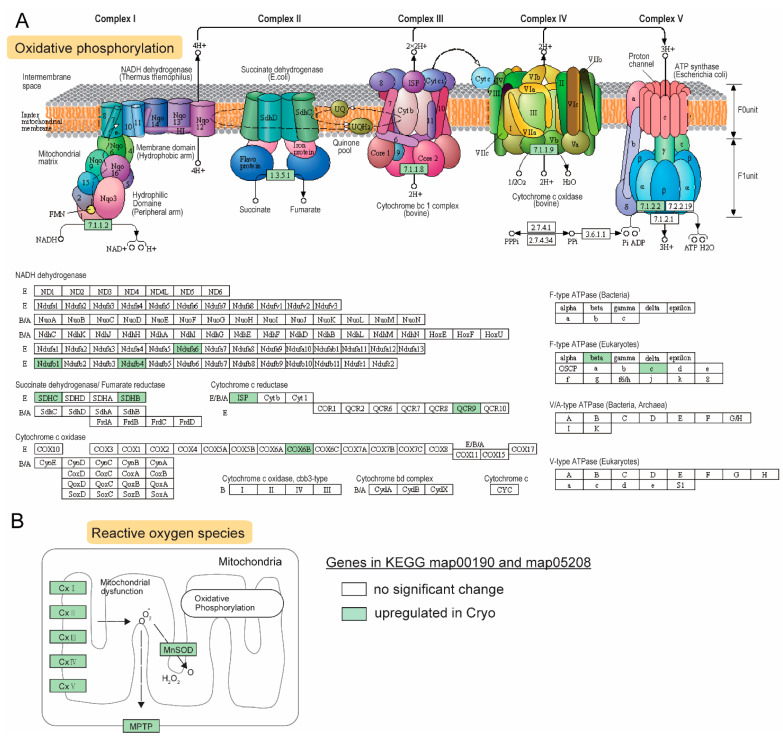
Effects of cryopreservation of sperm on mitochondrial oxidative pathways in blue catfish, *Ictalurus furcatus*. (**A**) KEGG map of the oxidative phosphorylation pathway in mitochondrial (KEGG ID: map00190). (**B**) KEGG map of chemical carcinogen and reactive oxygen species (KEGG ID: map05208). Upregulated genes, proteins, and enzymes were highlighted in green.

**Figure 6:**
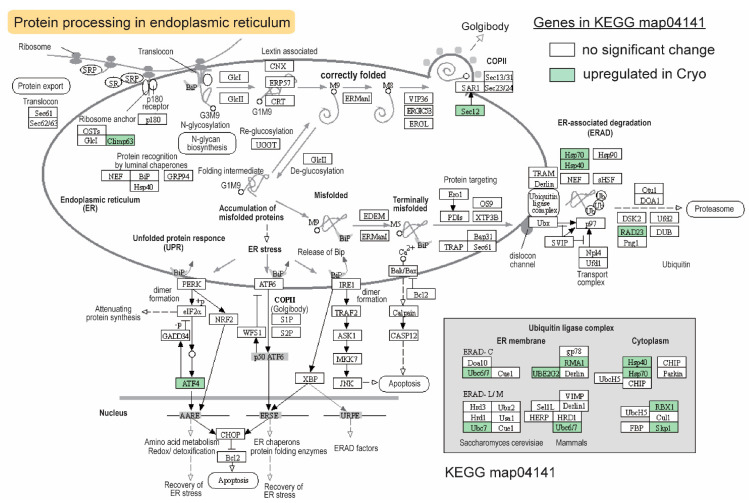
Effects of cryopreservation of sperm on protein processing in the endoplasmic reticulum (map04141) in the blue catfish, *Ictalurus furcatus*. Upregulated genes, proteins, and enzymes were highlighted in green.

**Figure 7:**
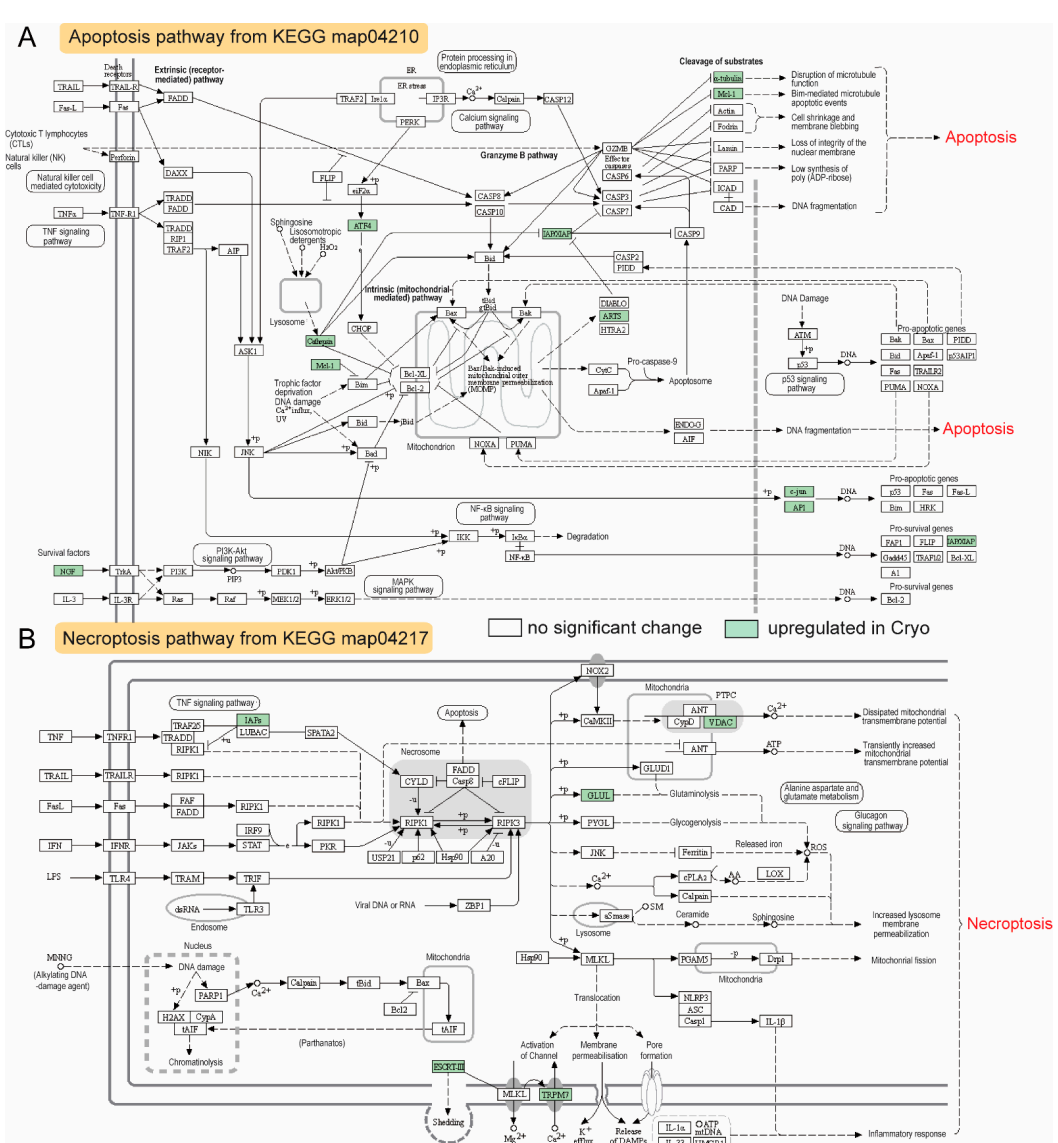
Effects of cryopreservation of sperm on the apoptosis and necrosis pathways in blue catfish, *Ictalurus furcatus*. (**A**) KEGG map of the apoptosis pathway (map04210). (**B**) KEGG map of necrosis (map04217). Upregulated genes, proteins, and enzymes were highlighted in green.

## Data Availability

The raw RNA-seq data are available at NCBI GEO (Gene Expression Omnibus) databases under the accession number GSE204687.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms23147618/s1.

# Supplementary material for: Transcriptome Analysis Reveals Key Gene Expression Changes in Blue Catfish Sperm in Response to Cryopreservation
**Source:** Int J Mol Sci. 2022 Jul 10;23(14):7618. doi: 10.3390/ijms23147618
**Supplement:** Supplementary file 1

**Figure S1. Heatmap of differentially expressed genes (DEGs) in sperm transcriptome after cryopreservation.**

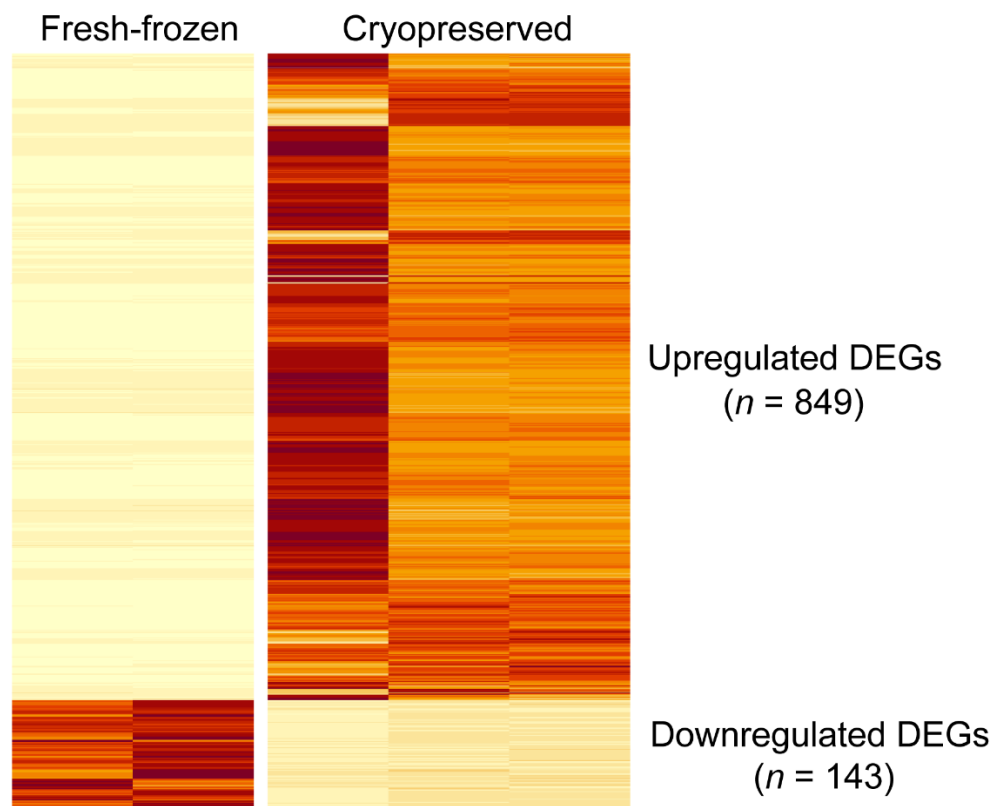

**Table S1. Quality measurements of blue catfish sperm before and after cryopreservation.**

| Metric                                  | Fresh sperm    | Cryopreserved  | <i>p</i> -value |
|-----------------------------------------|----------------|----------------|-----------------|
| Motile VCL (μm/s)                       | 172.48 ± 10.16 | 133.83 ± 14.89 | 0.0090          |
| Percentage of motility (%)              | 56.67 ± 11.84  | 41.30 ± 14.46  | 0.0758          |
| Progressive curvilinear velocity (μm/s) | 183.5 ± 8.55   | 150.18 ± 14.37 | 0.0090          |
| Percentage of Progressive VCL (%)       | 52.47 ± 11.98  | 34.76 ± 12.53  | 0.0472          |
| Oxidative level (ROS+ %)                | 14.39 ± 2.31   | 34.03 ± 3.56   | 0.0495          |
| DNA fragmentation (%)                   | 11.33 ± 2.51   | 42.67 ± 7.97   | 0.0495          |

Significance level was detected by Kruskal-Wallis test and cutoff is  $p < 0.05$ . The values are shown with Mean ± SD.

**Table S2. Sperm RNA sequencing yield, quality filtering, and alignment statistics.**

| Sample ID      | Number of raw reads | Number of filtered reads | Mapping percentages to blue catfish genome |
|----------------|---------------------|--------------------------|--------------------------------------------|
| C2_Cryo_sperm  | 34,561,760          | 33,714,312               | 78.1%                                      |
| C3_Cryo_sperm  | 19,326,022          | 18,455,548               | 81.5%                                      |
| C5_Cryo_sperm  | 29,746,210          | 29,002,382               | 78.8%                                      |
| F2_Fresh_sperm | 54,007,688          | 49,703,360               | 73.7%                                      |
| F3_Fresh_sperm | 74,715,160          | 70,866,418               | 79.0%                                      |
| F5_Fresh_sperm | 80,395,632          | 78,196,414               | < 20%, excluded                            |

**Table S3. Primer sequences for quantitative reverse transcription PCR validation in blue catfish sperm samples.**

| Gene name         | 5'- 3' primer sequence  | PCR product size (bp) |
|-------------------|-------------------------|-----------------------|
| <i>Saxo2</i> -F   | GTACAGCCAGGAGTTTGTCCC   | 235                   |
| <i>Saxo2</i> -R   | AAATCATCCTGGAATGTTGTGG  |                       |
| <i>Cfap206</i> -F | AAGGCAGACGAGTATATCGAG   | 129                   |
| <i>Cfap206</i> -R | TGTCTCACCTGACTGCAT      |                       |
| <i>TLR5</i> -F    | AGAACCTACATCCAGACCAG    | 116                   |
| <i>TLR5</i> -R    | ACTTGCTTGATTTTGGTGT     |                       |
| <i>NAA38</i> -F   | TCGGAGCAGTGTGTATATACGTG | 187                   |
| <i>NAA38</i> -R   | CAGCCTGAGAGAACGAGT      |                       |
| <i>Rnf8</i> -F    | ACGTGGACTGAATGTCACC     | 138                   |
| <i>Rnf8</i> -R    | ACCCACACTCCATTAGGC      |                       |
| <i>Tdo2b</i> -F   | ATTTCAAAACCAATCCCAG     | 122                   |
| <i>Tdo2b</i> -R   | AGCATTAATAACCTTATCCAG   |                       |
| <i>Hectd1</i> -F  | TATGCTGCCTGTTTTGGACGA   | 125                   |
| <i>Hectd1</i> -R  | TCATTATGTCCCCGCTCCC     |                       |
| <i>GAPDH</i> -F   | AGACTTCAATGGAGATACTCA   | 111                   |
| <i>GAPDH</i> -R   | CTGTAGCCAAACTCGTTG      |                       |

How the deposited data were processed for this re-analysis (not part of the article)

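RNA-seq of testicular sperm from blue catfish was analysed, with fresh-frozen samples F2 and F3 and cryopreserved samples C2, C3 and C5. The authors trimmed the reads with Trimmomatic, mapped them with TopHat to the blue catfish genome, counted them per gene with HTSeq and tested them with edgeR. The authors deposited 1 table with 27416 features, whose sample values are called RPKM and were treated as CPM. Every column sums to just under 1e+06, and the mean of the columns follows the table's own CPM measure without dependence on the gene. The paper's methods state that expression was quantified as RPKM from the read counts. Another column that the authors deposited holds the average log2 CPM of a feature from edgeR, and was used only to check the unit. The Spearman ρ of 2 to the power of that column with the mean of the sample columns was 1.00. This compares means of features and cannot show that a single column holds plain scaled reads. The design had been written for RPKM, and the test chosen for RPKM, limma on log2 values, is also the one for CPM. In Data S1, the mean of the cryopreserved group equals the mean of all 4 deposited columns, with the technical replicates of C2 as separate columns.

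C2's technical replicates were averaged into 1 sample, since they come from 1 male. F5, which Table S2 of the paper excludes, was not analysed here. Values were transformed to log2(CPM + 1), and C2, C3 and C5 were compared with F2 and F3 in limma 3.58.1 (R 4.3.3) with a trended prior, over the 27255 features with a mean above 1 CPM in at least 1 group. The prior had 8.59 degrees of freedom. DEGs had an absolute log2 fold change above 2 and a Benjamini-Hochberg FDR below 0.05. Tables and figures were made with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. The test was checked on simulated data with the mean values of the table and the same groups, at a dispersion of 0.1 that was set and not estimated. Read depths in the simulation came from the spacing of low values, which holds in F2 only, and the spread between real samples was not modelled. Of 200 features changed by 16-fold, 200 were recovered, with 1 false call among the 26983 features tested, and 0 calls were made among 27018 when nothing was changed.

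The samples were paired by the number in their names, which the paper gives as the ID of the male. A fit with the male as a replicate block was made beside the fit without it. Since C5 has no fresh-frozen partner, the log2 fold changes of the block fit rest on males 2 and 3.

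The named genes were set before the data were examined: every gene that the paper names in its text or marks in Figures 3, 5, 6 or 7, the 2 DEGs with the largest change in each direction whose groups do not overlap, and at most 2 members of 5 families of Data S1. Not every gene that this rule covers was analysed here. The 2 family members are those with the largest absolute fold change in Data S1. The features taken for *mcl1*, *arts*, the c subunit of complex V and COX6B were settled after the names and values in the table were seen. The difference in fold change between upregulated and downregulated DEGs was computed on the paper's lists, since the fit has no downregulated DEGs. Over the 59 features of the genes that the paper names and of these family members, 25 had an FDR below 0.05 over all features tested and 56 over the list alone, but 52 of the features are the paper's own calls on these data, so the second count shows no stability.

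Families were formed by gene name and tested with a one-sided Fisher's exact test against the named features tested, and *p*-values were adjusted over 14 families. This test treats features as independent, which genes of the same samples are not, so its *p*-values do not measure the spread between samples. Permutation tests of gene lists used 100000 resamples. Alternatives covered the pseudocount, the filter on low values, rescaling by TMM factors computed from the deposited values, median centring, quantile normalization, the prior of limma, the replicate block, each technical replicate of C2 alone, each sample left out, and the thresholds.

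The reads counted in a library are not listed in the table. They were looked for in the spacing of values between 0.1 and 2 CPM, which gave an estimate for F2 but none for the other columns, so no intervals for counting error are given. Tests on counts and thinning of the libraries were not run. Genome coordinates are not used here, because the build of the annotation is not named with the features. A check of gene length and GC content was void, because too few features could be matched by symbol to the gene list at hand. The GO, KEGG and reactome enrichments of the paper, the qRT-PCR and the sperm quality measurements were not analysed here.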

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

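Every test in this part was chosen after the pattern was seen, apart from that of immune and stroma genes, and the levels at which a test was read as for or against an explanation were set after the data had been explored. The tests of depth, scaling, a mislabelled C3 and erythroid genes, and the readings of those of coding length, of immune and stroma genes and of a mixture in C3, were revised after their first values were seen.

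Genes that the paper does not discuss, with names typical of brain, eye, muscle, pituitary or embryo, were read at a substantial level in fresh-frozen sperm. The median of 166 such features was 11.8 CPM in the mean of F2 and F3, which is 75.2% of the median of all features in these samples (15.7 CPM). In C2, C3 and C5 it was 57.3%, 54.8% and 50.9% of the sample's median, so that C3 lay with C2 and C5 in this measure. A candidate explanation for the level in fresh-frozen sperm is reads that do not come from mature mRNA, such as genomic DNA or unspliced RNA. The data at hand hold no intron or intergenic values to test that directly, and broad transcription of many genes in the sampled cells would give the same level and was not tested. Reads of this kind would also lower the CPM of other transcripts in F2 and F3. How far this bears on the upregulated DEGs and families was not tested.

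Several other explanations for the higher level of most features in F2 and F3 were tested. If read numbers followed the length of the coding sequence, genes with long coding sequences would rank higher in fresh-frozen sperm than in C5, and their median percentile was 8.24 higher, on 181 features without the long genes already seen. That is the predicted direction but a small difference. By sample, their median percentile was 67.5 in F2, 72.6 in F3, 64.9 in the first replicate of C2, 68.9 in C3 and 61.8 in C5. C3 thus lay above F2, against the prediction. Their median log2 fold change relative to that of all features was -0.17 on the values as deposited and 0.0097 after TMM rescaling. An effect of coding length is neither shown nor excluded. Somatic or immune cells in the fresh-frozen samples were tested by whether immune and stroma genes fell further than the tissue-restricted genes. Their joint median log2 fold change was 0.10 above that of the latter, but by list it was -1.17 for immune and -1.55 for stroma genes against -1.48 for the tissue-restricted genes. Relative to the median of all features, it was -0.15 and -0.53, so both lists fell further than all features and other cells are not excluded. Depth in mapped reads does not order the samples in this way, as C3 had the fewest in Table S2 of the paper, 65.8% of those of C5. Yet C3 had a median close to F2 and F3, while C5 had the lowest median. The reads counted on genes were estimated for F2 only, at 2730000 against 49703360 filtered reads. They were not recovered for C3 or C5, so depth in counted reads was not tested. Values not scaled for library composition are not excluded either, since the median log2 fold change of all features was -0.163 after TMM rescaling, which draws the libraries together by design. To test whether C3 is a mislabelled fresh-frozen sample, DEGs were taken from the fit without C3. C3 lay above both F2 and F3 in 95.9% of the 1840 upregulated DEGs and below both in 80.0% of the 6965 downregulated DEGs, where about 33.3% would be above and as many below for another sample like F2 and F3. C3 lay between the fresh-frozen mean and C5 in 68.6% of the features tested and between that mean and C2 in 61.8%, which restates the pattern and cannot tell a mixture in C3 from a graded response to cryopreservation. The higher level of most features in F2 and F3 cannot be told apart from the scaling of the libraries or depth in counted reads. Nor can it be told apart from reads that are not mature mRNA, other cells or an effect of coding length. Cryopreservation is not excluded either. A mixture in C3 could bear on the place of C3 only. Relative to the fresh-frozen mean, the median of all features was -0.74 in C2 and -1.93 in C5. The median log2 fold change was -1.35 in the fit without C3. The groups also differed in dilution and methanol, so condition and handling cannot be separated.

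In C2, the highest feature was *LOC108257036* at 30218 CPM, followed by *LOC108257040* at 16341 CPM, and neither has a description in the table. *HBB*, described there as a hemoglobin subunit, had 2532 CPM in C2. The same 3 features had 4675, 2765 and 389.9 CPM in C3, 2379, 2009 and 91.5 CPM in C5, and at most 218, 137 and 16.8 CPM in F2 and F3. Data S1 lists all 3 as upregulated, and the paper does not discuss them. *HBB* and *LOC108257040* were singled out after their values were seen. A fault of one library or run would show as a difference between the technical replicates of C2, but their ratio for *HBB* was 1.01. If C2 contained blood, other erythroid genes would be highest in C2 as well. Of 21 erythroid genes other than hemoglobins and other than those looked at before, 13 (61.9%) were highest in C2, against 14.5% of all features tested. With the genes looked at before included, which was the list first used, the share was 65.7% of 35 genes. Blood in the C2 sample is a candidate explanation for the higher values in C2. It does not account for the whole rise of these features, since without C2 the log2 fold changes were 4.93 for *LOC108257036*, 4.82 for *LOC108257040* and 3.96 for *HBB*. Of the same 21 genes, 1 was highest in C3 and 0 in C5, and their median percentile was 71.3 in C3 and 73.7 in C5, against 68.1 and 68.9 in F2 and F3 and 84.8 in the first replicate of C2.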

How the results depend on the processing

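The comparison with other splits of the samples was set before the data were examined, and so were all alternatives but the one marked as added. The cause of the changes below was not tested.

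On the values as deposited there were 421 upregulated and 0 downregulated DEGs, beside 2550 features with a log2 fold change below -2 at an unadjusted *p*-value below 0.05. Upregulated DEGs numbered 156 with a pseudocount of 0.1, 670 with 5, 278 over features with a mean above 5 CPM in all samples, and 95 at an FDR below 0.01. With quantile normalization there were 1420 upregulated and 100 downregulated DEGs, and 406 of the former were among the 421. With TMM rescaling there were 549 upregulated DEGs, 312 of them shared. Median centring gave 0 DEGs in either direction, with 2990 features above 2 and 236 below -2 at an unadjusted *p*-value below 0.05, and a constant prior in limma gave 0, with 1602 and 2332 likewise. Downregulated DEGs numbered 4 with a pseudocount of 5, 2 with the first technical replicate of C2 alone and 1 with the second.

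With the male as a replicate block, there were 1136 upregulated and 120 downregulated DEGs, but this fit leaves 1 residual degree of freedom and C5 has no partner. Its lowest FDR was 3.14e-216 from limma, so its FDRs rest mainly on the prior and are not evidence from replicates. Counting the technical replicates of C2 as 2 samples, an alternative added after seeing the data, gave 999 and 40. Across the 3 fits that each left out 1 cryopreserved sample, upregulated DEGs ranged from 0 to 1840 and downregulated DEGs from 0 to 6965. The counts were 0 without C2, where 992 features had a log2 fold change above 2 and 531 one below -2 at an unadjusted *p*-value below 0.05. They were highest without C3, where only 20.9% of the DEGs were upregulated, against 100% with C3. Without C5 they were 846 and 25. Leaving out a fresh-frozen sample leaves 1, so no test was made.

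Of the 10 splits of the 5 samples into groups of 2 and 3, 2 gave as many DEGs, the real one included. Among the 4 splits that part both males as the real one does, the real one alone did. The other split, of C2 and C5 against the rest, parts 1 male and gave 9733 DEGs. All splits but these 2 gave 0 DEGs. With 10 splits the share cannot go below 0.1 whatever the counts, so this comparison cannot decide for or against a chance split.

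The scaling also moved the values over all features. The median log2 fold change of all features shifted by 0.86 with TMM rescaling, 1.05 with median centring (to 0.031, which centring fixes near 0, as it fixes the share below near 50%), 0.80 with quantile normalization and 0.48 with the replicate block. The share of features with a positive log2 fold change was 45.3%, 50.9% and 43.3% under the first 3 of these, against 25.0%. The median of the paper's upregulated DEGs was 4.59 under TMM rescaling and 4.59 under median centring. That of its downregulated DEGs was -1.96 with TMM rescaling, -1.72 with median centring, -1.85 with quantile normalization, -3.98 with a pseudocount of 0.1 and -1.59 with 5. The difference in median absolute log2 fold change between these lists was reversed with a pseudocount of 0.1, at -0.11 (permutation test, *p* = 0.339), and stayed positive in the other fits, up to 2.87 with median centring. Spearman's ρ of the technical replicates of C2 was 0.935 above 1 CPM and 0.929 above 10 CPM. The count of expressed features was not moved beyond 1.5 times by either limit tried.

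Over the 61 named features and all alternatives, 758 results kept their direction and side of the threshold, 116 without a test, from the fits without F2 or F3, stayed within the SD, 157 passed it only under the alternative, 121 lost it, 6 moved by more than the SD without a test, and 1 reversed. Reversed was *ATP5G2*, with 0.049 under TMM rescaling, in which it moved upward along with the median of all features. The losses were most frequent with median centring, a constant prior and without C2, 27 in each. Tests with edgeR or DESeq2 on whole reads, and libraries thinned to equal depth, were not run because whole reads were not recovered, and fits with F5 were not run because F5 was not analysed here. The family median of TCA cycle enzymes changed sign with TMM rescaling, median centring and quantile normalization, all of which raise the median of all features. Those of the *cfap*, cytosolic ribosomal protein, OXPHOS and pyruvate dehydrogenase features were positive before, so a rise cannot test their sign. Relative to the all-feature median, all of these families were positive on the values as deposited and after TMM rescaling and quantile normalization, while median centring cannot change this. Being relative, these values cannot tell a rise of the families from reads in F2 and F3 that do not come from mature mRNA.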

Differences from the paper's values

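Upregulated DEGs numbered 421 against the paper's 849. Within 1.5 times of the paper's count were 670 with a pseudocount of 5, 1136 with the male as a replicate block, 846 with C5 left out, and 999 with the technical replicates of C2 as 2 samples, which was chosen after seeing the values. The other alternatives set before the data were examined did not close the gap. Downregulated DEGs numbered 0, with 2550 features below -2 at an unadjusted *p*-value below 0.05, against the paper's 143. Within 1.5 times of the paper's count were 100 with quantile normalization and 120 with the replicate block, and no other alternative was. Of the paper's own lists, 381 upregulated and 0 downregulated DEGs were called. The highest numbers of them were called with C3 left out, 849 and 133, among the 1840 upregulated and 6965 downregulated DEGs of that fit.

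The log2 fold change of *NDUFA6* was 3.09 against 3.637 in the paper's Data S1, and the difference was within the replicate error with a pseudocount of 0.1 (3.51), a pseudocount of 0.5 (3.31), TMM rescaling (4.03), median centring (4.14), quantile normalization (3.60), the second technical replicate of C2 alone (3.14), F2 left out (3.33), C3 left out (3.43) and the technical replicates of C2 as 2 samples (added after seeing the values) (3.15). For *NDUFB1* it was 2.68 against 4.01 in the paper's Data S1, and the difference was within the replicate error with a pseudocount of 0.1 (3.51), TMM rescaling (3.43) and median centring (3.73). For *uqcr10* it was 2.94 against 3.596 in the paper's Data S1, and the difference was within the replicate error with a pseudocount of 0.1 (3.26), a pseudocount of 0.5 (3.11), TMM rescaling (3.92), median centring (3.99), quantile normalization (3.57), the replicate block (3.00), the first technical replicate of C2 alone (3.00), F3 left out (3.11), C3 left out (3.27), C5 left out (3.00) and the technical replicates of C2 as 2 samples (added after seeing the values) (3.13). For *CFAP57* it was 3.86 against 6.657 in the paper's Data S1, and the difference was within the replicate error with a pseudocount of 0.1 (6.19). For AUIFUG00000034363 it was 6.20 against 7.948 in the paper's Data S1, and the difference was within the replicate error with a pseudocount of 0.1 (7.73). The remaining alternatives for these features did not close the gap. The fresh-frozen mean of *naa38* was 1.24 on the log2(CPM + 1) scale against about 0.05 in Fig. 3F, read by eye. Fig. 3F shows log2 RPKM, and its legend states no added 1. With 0.347 CPM in F2 and 3.12 CPM in F3, the added 1 raises this mean. The means are therefore on different scales, and their gap cannot be read as a difference in the data. No alternative was computed for this mean.

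The paper lists as DEGs several named genes that did not pass the threshold here. *NAA38*, *NDUFA6*, *ndufb4*, *sdhb*, *uqcr10*, *RNF5*, *ngf* and *POLR3A* were called with TMM rescaling, quantile normalization, the replicate block, C3 left out, C5 left out and the technical replicates of C2 as 2 samples (added after seeing the values). *rnf8*, *Ctsf*, *BIRC6*, *CHMP1A*, *CHMP1B*, *chmp3* and *rps28* were called with a pseudocount of 5, TMM rescaling, quantile normalization, the replicate block, C3 left out, C5 left out and the technical replicates of C2 as 2 samples (added after seeing the values). *NDUFB1*, *ube2g2* and *TRPM7* were called with quantile normalization, the replicate block and C3 left out. *ckap4* and *CFAP57* were called with quantile normalization, the replicate block, C3 left out, C5 left out and the technical replicates of C2 as 2 samples (added after seeing the values). *tdo2b* was called with the replicate block and C3 left out. *TLR5* was called with the replicate block, C3 left out, C5 left out and the technical replicates of C2 as 2 samples (added after seeing the values). *uqcrfs1* was called with a pseudocount of 5, quantile normalization, the replicate block, C3 left out, C5 left out and the technical replicates of C2 as 2 samples (added after seeing the values). *rad23b* was called with a pseudocount of 5, no filter on low values, quantile normalization, the replicate block, the second technical replicate of C2 alone, C3 left out, C5 left out and the technical replicates of C2 as 2 samples (added after seeing the values). *preb* was called with quantile normalization, the replicate block, C3 left out and the technical replicates of C2 as 2 samples (added after seeing the values). *chmp5* was called with a pseudocount of 5, TMM rescaling, quantile normalization, the replicate block, the second technical replicate of C2 alone, C3 left out, C5 left out and the technical replicates of C2 as 2 samples (added after seeing the values). *hpda* was called with C3 left out.

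The paper gives *arts* as induced, and *SEPT4a*, the feature taken for it, had a log2 fold change of -1.54. Fig. 5A marks the c subunit of complex V, and *ATP5G2* had one of -1.11. *mcl1b*, with 1.26, and *cox6b2*, with 2.50, did not pass the threshold and are not listed in Data S1. *mcl1b* had an FDR below 0.05 from limma with Benjamini-Hochberg adjustment only with C3 left out. *cox6b2* was called with quantile normalization, the replicate block and C3 left out. The paper names *ocrl* and *ido1* with its downregulated genes. Their log2 fold changes were -2.40 and -2.86, without passing the threshold and without an entry in Data S1, and both were called only with C3 left out. The paper proposes a global upregulation of gene expression after describing its DEGs, and gives no median over all features. The median log2 fold change of all expressed features was -1.02 on the values as deposited, -0.16 with TMM rescaling, 0.031 with median centring and -0.22 with quantile normalization.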

Other observations

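The test of *gapdh* against all features was chosen after its values were seen, and its reading was made stricter after the result, while the test of the other glycolytic genes was set before their values were seen.

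*gapdh*, the reference gene of the qRT-PCR, was lower in 3 of 3 cryopreserved samples in the RNA-seq values, with 75.3 CPM in C3 and 1.37 CPM in C5 against 121 CPM in F2. Its log2 fold change of -3.06 did not pass the FDR threshold. It passed only without C3, at -4.20 (FDR = 0.00424 from limma with Benjamini-Hochberg adjustment, in a range up to 0.449 over the alternatives), where the median of all features was -1.35. In 41.7% of all features every cryopreserved sample was below both fresh-frozen samples, where chance gives 10%. If it only followed the fall of most features, it would change by their median, and it lay -2.04 from that median on the log2 scale, within 2 standard errors of its own (1.23), so on the values of all 5 samples the 2 cannot be told apart. With 1 standard error as the limit, as first set, the difference would count as larger. The median log2 fold change of 32 other glycolytic features was -0.31 on the values as deposited, which is 0.709 above that of all features. The other glycolytic genes thus fell less than most features, and a fall of them together beyond that of all features is not seen. No response of *gapdh* to cryopreservation was tested beyond this. Fold changes of the qRT-PCR relative to *gapdh* could depend on this gene, which the data at hand do not test.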
